# *Tfap2a*-dependent changes in mouse facial morphology result in clefting that can be ameliorated by a reduction in *Fgf8* gene dosage

**DOI:** 10.1242/dmm.017616

**Published:** 2014-11-07

**Authors:** Rebecca M. Green, Weiguo Feng, Tzulip Phang, Jennifer L. Fish, Hong Li, Richard A. Spritz, Ralph S. Marcucio, Joan Hooper, Heather Jamniczky, Benedikt Hallgrímsson, Trevor Williams

**Keywords:** Craniofacial, *TFAP2A*, AP-2α, BOFS, Branchio-oculofacial syndrome, Cleft lip/palate, Geometric morphometrics, Fgf signaling pathway

## Abstract

Failure of facial prominence fusion causes cleft lip and palate (CL/P), a common human birth defect. Several potential mechanisms can be envisioned that would result in CL/P, including failure of prominence growth and/or alignment as well as a failure of fusion of the juxtaposed epithelial seams. Here, using geometric morphometrics, we analyzed facial outgrowth and shape change over time in a novel mouse model exhibiting fully penetrant bilateral CL/P. This robust model is based upon mutations in *Tfap2a*, the gene encoding transcription factor AP-2α, which has been implicated in both syndromic and non-syndromic human CL/P. Our findings indicate that aberrant morphology and subsequent misalignment of the facial prominences underlies the inability of the mutant prominences to fuse. Exencephaly also occured in some of the *Tfap2a* mutants and we observed additional morphometric differences that indicate an influence of neural tube closure defects on facial shape. Molecular analysis of the CL/P model indicates that Fgf signaling is misregulated in the face, and that reducing *Fgf8* gene dosage can attenuate the clefting pathology by generating compensatory changes. Furthermore, mutations in either *Tfap2a* or *Fgf8* increase variance in facial shape, but the combination of these mutations restores variance to normal levels. The alterations in variance provide a potential mechanistic link between clefting and the evolution and diversity of facial morphology. Overall, our findings suggest that CL/P can result from small gene-expression changes that alter the shape of the facial prominences and uncouple their coordinated morphogenesis, which is necessary for normal fusion.

## INTRODUCTION

Orofacial clefts are common human birth defects, with cleft lip with or without cleft palate (CL/P) occurring in about one in 700 births, and cleft palate only (CP) presenting about half as frequently (Mossey and Modell, 2012). Although many instances of orofacial clefts are syndromic and associated with a specific developmental syndrome, the majority of clefts are isolated and non-syndromic (Mossey and Modell, 2012; Rahimov et al., 2012).

Face shape has long been considered a factor in the development of CL/P. Studies of unaffected parents of children with CL/P using cephalometry, or more recently detailed three-dimensional (3D) morphometrics, show distinct differences in facial shape compared with unaffected families (McIntyre and Mossey, 2002; Nakasima and Ichinose, 1983; Wyszynski, 2002; Weinberg et al., 2006; Weinberg et al., 2009). These differences hold true for many different racial and ethnic backgrounds, and often include a more concave face.

In mouse, genetic manipulations tend to result in CP, rather than CL/P (which is more common in humans) (Juriloff and Harris, 2008). This difference presumably reflects a combination of alterations in facial shape, growth, morphogenesis and gene expression between these species. The greater prevalence of mutations leading to CP in mouse, combined with the relative ease of culturing isolated palatal shelves, has generated a better understanding of the mechanisms involved in the formation of the secondary palate. CP can result from a number of specific causes, including defects in growth and morphogenesis, defective fusion following apposition, mechanical defects caused by aberrant positioning of the tongue, or inappropriate fusion of the palatal epithelia to other oral epithelia (Bush and Jiang, 2012; Gritli-Linde, 2007). Studies on CL/P have not advanced as far, in part because, until recently, there were few models that displayed CL/P with high penetrance.

In both human and mouse, facial development begins with the appearance of discrete buds of tissue, termed the facial prominences (Brugmann et al., 2006; Chai and Maxson, 2006). Three pairs of prominences form the region of the upper jaw: the medial nasal, the lateral nasal and the maxillary. In mouse development, at embryonic day (E)9.5 the prominences have begun to form and, by E10.5, they are undergoing rapid outgrowth. The medial nasal prominences have met at the midline by E11.5, and the other prominences are in close apposition and are beginning to fuse. By E12.5 they have fused to create a continuous tissue band at the front of the face – the primary palate (Brugmann et al., 2006; Chai and Maxson, 2006; Ray and Niswander, 2012). Although the basic steps required for fusion are known, it is unclear which step or steps fail during the development of CL/P. There are two major and non-exclusive hypotheses for the etiology of CL/P: the first is that the epithelium at these locations is somehow incapable of fusing, whereas the second is that the shape of the face and the direction of growth of the facial prominences are altered such that these structures are not aligned to allow for normal fusion (Ferretti et al., 2011; Trasler, 1968).

**TRANSLATIONAL IMPACT**

**Clinical issue**

Orofacial clefting is one of the most frequent human birth defects, with cleft lip with or without cleft palate (CL/P) affecting between 1 in 500 to 1 in 1000 live births worldwide. Clefting of the secondary palate (CP; the roof of the mouth) occurs slightly less frequently. Clefting is treatable in humans, but even with treatment this condition can have serious consequences for speech, feeding and social interactions. CL/P or CP treatment requires a complex and multilayered approach, which includes successive surgeries, speech therapy and orthodontics; lifelong medical treatment is required for many individuals. Whereas, in humans, CL/P is more common than CP, most mouse models display CP. In addition, the classic mouse models of CL/P were hampered by partial penetrance of the phenotype.

**Results**

This study describes the generation of a new and a fully penetrant mouse model of CL/P caused by mutations in *Tfap2a*, a gene linked to human CL/P. With this model it is possible to study the gene expression changes underlying CL/P as well as to examine whether clefting results from altered facial shape or altered fusion events. The methodology of geometric morphometrics was employed to compare how facial shape changes between control and mutant embryos affects facial morphology. In the mutant model, clefting develops due to altered shape of the upper facial prominences, which changes prominence alignment, preventing fusion of the primary palate. Global gene expression analysis shows that alterations in gene expression in mutant mice are relatively minor despite the severity of the resulting pathology. However, alterations in the fibroblast growth factor (Fgf) signaling pathway are evident and decreasing the gene dosage of Fgf8 can generate a partial rescue of the phenotype.

**Implications and future directions**

This work suggests that the formation of the lip and primary palate is particularly sensitive to small changes in growth and gene expression. This finding might explain why this developmental process often goes awry in human development owing to genetic and/or environmental causes. Moreover, the finding that the clefting pathology in this model can be altered by manipulation of Fgf signaling during embryonic facial development could one day lead to directed early pharmacological interventions, rectifying facial growth and preventing the need for repetitive surgeries.

Geometric morphometrics provides a powerful means to evaluate the role of shape in the development of fusion defects of the upper lip and primary palate (Cooper and Albertson, 2008; Martínez-Abadías et al., 2012). Geometric morphometrics uses homologous-points-based data (landmarks) that are then scaled and superimposed for shape analysis by multivariate statistical methods (Klingenberg, 2010). In mouse, geometric morphometrics has been used to probe how facial shape might influence orofacial clefting in two strains that are prone to CL/P, A/WySn and CL/Fr (Parsons et al., 2008; Young et al., 2007). However, these two strains have a relatively low penetrance of CL/P so that it is only possible to determine overall trends in shape difference because embryos that will go on to form a cleft cannot be distinguished from embryos that will develop normally. Nevertheless, differences in growth and patterning are likely involved, because these influence the morphogenesis of 3D shape (Boehm et al., 2010; Martínez-Abadías et al., 2013). Indeed, Fgf, Hh, Bmp and Wnt signaling molecules are important for patterning the midface, and decreased Fgf signaling has been linked to CL/P in humans (Carroll et al., 2005; Griffin et al., 2013; Hu and Marcucio, 2009; Jin et al., 2012; Riley et al., 2007). However, it is currently unclear how these pathways are integrated to control facial development.

Here, we describe a new mouse model of CL/P caused by mutations in *Tfap2a*, the gene encoding transcription factor AP-2α. Mutant mice display fully penetrant bilateral orofacial clefting, and provide an excellent means to analyze how this pathology progresses with respect to a defect in either alignment or epithelial fusion. Specifically, we can employ geometric morphometrics to test the hypothesis that there are alterations in facial morphology that correlate with the development of orofacial clefting. In humans, *TFAP2A* is mutated in branchio-oculo-facial syndrome (BOFS) and regulates, or is regulated by, additional genes associated with orofacial clefting, including *Irf6*, *BCOR* and *p63* (Fan et al., 2009; Ferretti et al., 2011; Gritli-Linde, 2010; Li et al., 2013a; Milunsky et al., 2008; Rahimov et al., 2008; Stoetzel et al., 2009; Thomason et al., 2010; Wang et al., 2013). Therefore, our findings are directly relevant to the genetic underpinnings of human CL/P and provide mechanistic insight into how such pathology can be modified.

## RESULTS

### Derivation of the Neo/Null model of bilateral facial clefting

Loss of *Tfap2a* in the mouse results in major defects in development of the head, with widely separated mandibular and maxillary processes as well as exencephaly (Schorle et al., 1996; Zhang et al., 1996). More recently, several conditional *Tfap2a* alleles have been generated (Brewer et al., 2004), including the Neo allele (Fig. 1A), in which the *neomycin resistance* (*neo*) cassette is present between exons encoding part of the AP-2α DNA-binding domain (Williams and Tjian, 1991a; Williams and Tjian, 1991b). Because the *neo* insertion can create a hypomorphic allele in other instances (Hester et al., 2005; Meyers et al., 1998), we compared the phenotypes of mice that were heterozygous or homozygous for the Neo allele, as well as mice that were transheterozygous for the Neo and null alleles (Neo/Null). In this *Tfap2a* allelic series, Neo homozygotes and heterozygotes were normal and viable, whereas E18.5 Neo/Null mice had fully penetrant bilateral facial clefting with concomitant perinatal lethality (Fig. 1B,C). For further study, homozygous Neo mice were bred to heterozygous null (*Tfap2a*^+/−^) mice to generate 50% affected Neo/Null mice and 50% Neo*/*Wt mice. The latter had a normal appearance and served as the control group. Neo/Null embryos also showed additional gross external abnormalities, including polydactyly and mid/hindbrain exencephaly but at a lower frequency than CL/P (Fig. 1D and data not shown). With relevance for head formation, exencephaly occurred in ~30% of the E18.5 Neo/Null mice, compared with about a 12% incidence of neural tube closure defects in *Tfap2a^+/−^* mice (Kohlbecker et al., 2002) (R.M.G. and T.W., data not shown). Gross brain morphology in Neo/Wt and Neo/Null mice with normal neural tube closure was comparable, indicating that the mutants did not display a general disruption of brain patterning (data not shown). Although 30% of Neo/Null animals had exencephaly at E18.5, at E9.5 ~45% had abnormal neural tube closure, indicating that some embryos have a delay in this process that eventually resolves. Because more than 50% of Neo/Null embryos had normal neural tube closure at E9.5 but still developed bilateral CL/P, the CL/P phenotype could be studied either in isolation or in conjunction with the exencephaly.

**Fig. 1.**
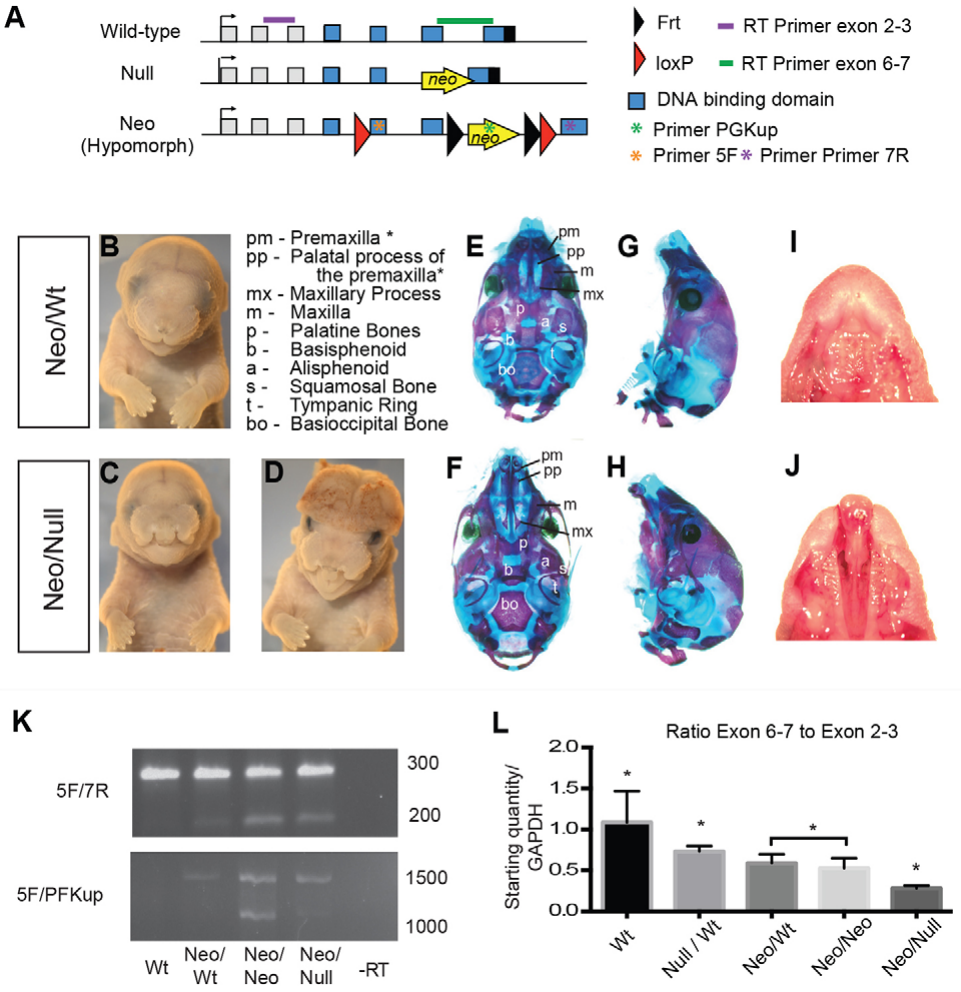
**The Neo/Null allele and the bilateral cleft phenotype.** (A) Schematic diagram of the *Tfap2a* alleles. The Neo/Null model is a combination of the Neo (Brewer et al., 2004) and the *Tfap2a* null (Zhang et al., 1996) alleles. The positions of primers for RT-PCR and qRT-PCR are shown, along with the intron:exon structure of the gene, and the position of sequences introduced by gene targeting. See Materials and Methods for details of primers. Frt, flippase recombination target. (B–D) E18.5 embryos showing the control phenotype (B), and the bilateral cleft phenotype in Neo/Null with normal neural tube closure (C) and Neo/Null with exencephaly (D). (E–H) Bone and cartilage staining from P1 Neo/Wt (E,G) and Neo/Null (F,H) after mandible removal showing norma basilaris (E,F) and norma lateralis (G,H). An asterisk after the name of the bone represents an area where differences were observed between Neo/Wt control and Neo/Null embryos. (I,J) Images of the palate from Neo/Wt (I) and Neo/Null (J) E18.5 embryos. Note the cleft in J extending from the primary palate into the secondary. (K) RT-PCR analysis of the *Tfap2a* transcripts that are present in the E10.5 face using the primer pairs shown in A. ‘-RT’ is a no reverse transcriptase control, and ‘Wt’ is wild type. (L) qRT-PCR data showing the ratio of *Tfap2a* transcripts containing exons 6–7 to those containing exons 2–3. Transcripts lacking exon 6–7 would lack the DNA-binding domain. *P<0.05 to all other genotypes. The two genotypes marked by a bar are not statistically different from each other, but they are different from all other alleles.

Bone and cartilage staining of controls showed that the premaxilla formed a continuous arc from the midline to the maxilla, whereas, in the Neo/Null embryos (with closed neural tubes), the premaxilla was discontinuous (Fig. 1E–H). This resulted in the premaxilla protruding from the anterior of the face as a bulbous structure. Although both the primary and secondary palates were affected in the Neo/Null mice (Fig. 1I,J), the secondary-palate defects were mainly associated with defects in the premaxilla and the premaxillary palatal processes. Thus, defects were generally not observed in the more posterior regions of the secondary palate, with the exception of a low penetrance of defects in the maxillary palatal processes (2/10 embryos).

Because Neo/Null mice are more severely affected than *Tfap2a^+/−^* mice, we next used reverse transcription (RT)-PCR to determine whether the *neo* insertion significantly altered the expression and/or processing of the associated transcripts from the Neo allele. RNA was isolated at E10.5 from the faces of wild-type controls, *Tfap2a*^+/−^ and Neo/Null mice, as well as Neo homozygotes and heterozygotes. Primer pairs located within exons 5 and 7 (Fig. 1A) detected a wild-type spliced product in all samples (Fig. 1K). However, they also revealed a shorter product in all mice carrying the Neo allele, and further analysis using primers within the *neo* cassette indicated that aberrantly spliced *Tfap2a* products were present in such mice (Fig. 1K). Next, we used quantitative RT-PCR to assess relative wild-type *Tfap2a* transcript levels. Primer pairs located in upstream exons (exons 2–3) of the *Tfap2a* locus indicated that this portion of the transcript was decreased nearly equally across all mice containing various mutant allele combinations, compared with wild type (supplementary material Fig. S1A). In contrast, primer pairs that detected only transcripts that were normally spliced between exons 6 through 7 showed that homozygous Neo mice contained only 35% of wild-type *Tfap2a* levels, and that Neo/Null mice contained less than 20% (supplementary material Fig. S1B). The ratio between exons 2–3 and exons 6–7 decreased successively for the Null heterozygote, mice with various *neo* allele combinations, and Neo/Null mice (Fig. 1L). Sequencing of RT-PCR products identified several splice variants (supplementary material Fig. S1C,D). One variant skips exon 6, whereas another includes this exon but then reads into the adjoining intron, and a third splices from exon 6 into the *neo* cassette. The variants would generate protein truncations and frameshifts that would abolish AP-2α DNA-binding and dimerization. These findings demonstrate that the Neo allele generates aberrant transcripts that would not encode functional AP-2α, as well as reducing the quantities of wild-type product. In conjunction with the phenotypes observed from previous AP-2α studies as well as in the allelic series, these findings suggest that, in the Neo/Null mice, functional *Tfap2a* levels drop below a critical threshold required for normal facial fusion.

### Independent shape differences associated with exencephaly and facial clefting

The Neo/Null model exhibits completely penetrant bilateral CL/P and provides a means to study the development of this pathology using geometric morphometrics during the critical period of normal facial fusion, between E9.5-E11.5. Because a significant fraction of the Neo/Null mice had exencephaly, we could also investigate how this pathology impacted facial shape. Thus, three groups were studied: Neo/Wt; Neo/Null with closed neural tube; and Neo/Null with open neural tube. As an initial analysis, a total of ~100 embryos between E9.5 and 11.5 were subjected to μCT scanning to generate detailed surface images. These surface images were then landmarked and analyzed using geometric morphometric methods. All data were regressed against tail somite number and centroid size to remove small differences within the age groups.

E9.5 was the earliest time point investigated, because landmarking requires sufficient surface detail to mark consistent morphological features. At E9.5, 20 landmarks could be assigned and these could be correlated across all samples of all ages (Materials and Methods, and supplementary material Table S1). When scanning later time points, E10.5 and E11.5, there was sufficient surface detail to assign additional landmarks to the developing face. To compare groups and examine the between-group differences, a Procrustes permutation test was used, followed by a canonical variates analysis (CVA) to interpret the nature of the differences. At E9.5, there were statistically significant differences between all groups (Fig. 2A; supplementary material Table S2). Three groupings had large Procrustes distances, corresponding to embryos with cranial neural tubes that were closed, delayed or everted/presumptive exencephalic (supplementary material Fig. S2A shows representative raw scans of each grouping). In contrast, the two groups with a closed neural tube clustered more tightly together, despite their different genotypes. Therefore, at this time point, the most significant differences in facial shape correspond to the state of neural tube closure, rather than the *Tfap2a* genotype. Notably, embryos with an open neural tube had a narrower telencephalon that is likely to impact the associated frontonasal tissue. By E11.5, the groups separated more strongly by genotype, in addition to neural tube closure, creating three statistically distinct groups: Neo/Wt; Neo/Null open neural tube; and Neo/Null closed neural tube (Fig. 2A). The separation between the two Neo/Null groups indicates that the failure of neural tube closure independently affects facial shape.

**Fig. 2.**
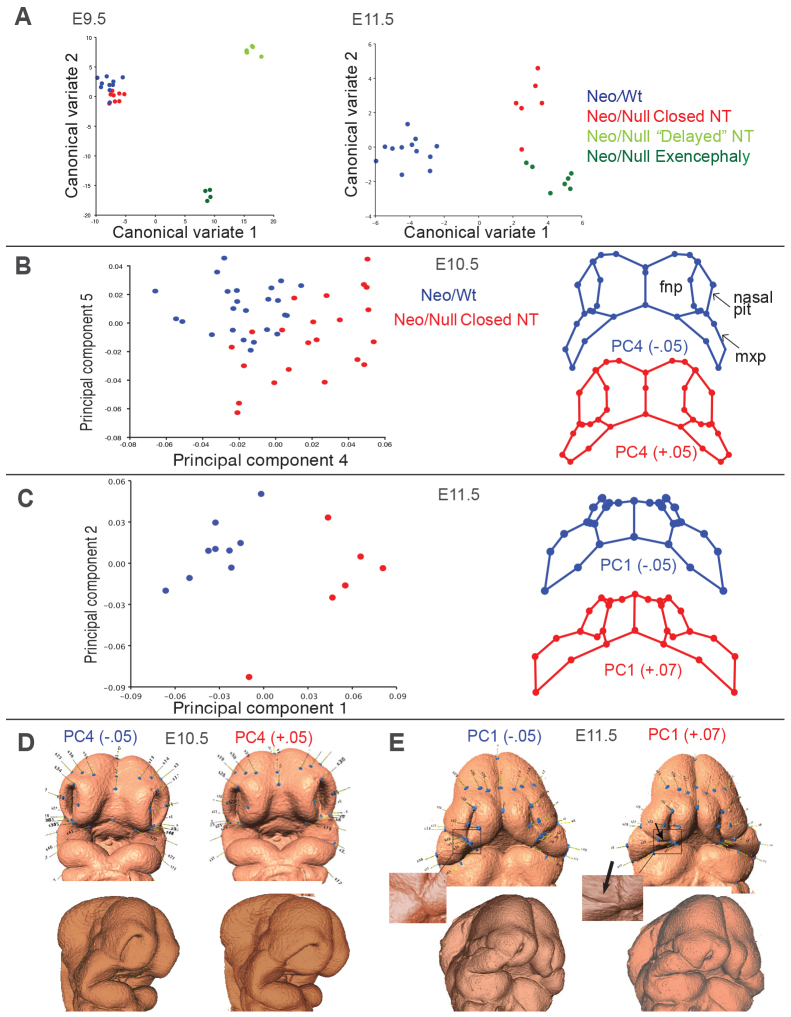
**Morphometric analysis of the orofacial clefting etiology.** (A) CVA of shape change at E9.5 and E11.5. Neural tube was categorized ‘closed’, ‘delayed’ or ‘exencephalic’ as shown in supplementary material Fig. S2. (B) Left: PCA of E10.5 embryos (23–35 somites from forelimb to tail tip) showing separation along PC4. Right: wireframes for this component show changes in the nasal pit and maxilla (mxp). fnp, nasal prominences. The wireframes represent a ‘typical’ embryo for that genotype and are based on the number shown under the wireframe (blue: Neo/Wt; red: Neo/Null). (C) Left: PCA of E11.5 (40–50 somite) embryos with separation along PC1. Right: wireframe changes are seen primarily in the size and shape of the nasal pit and the maxilla. (D) Application of the wireframes in B to a control E10.5 embryo. (E) Application of the wireframes in C to a control E11.5 embryo. The arrow denotes a region of high deformation under the nasal pit where the cleft will develop to the ‘Neo/Null’ side of PC1. The insets show this region in greater detail. Blue dots/lines show the landmarks used in the analysis.

### Facial clefting correlates with altered morphology of the nasal pit and maxilla

Next, we focused on the development of Neo/Wt (control) and Neo/Null (CL/P) embryos with appropriate neural tube closure to address specifically the shape changes that were involved in the development of the orofacial cleft, especially in the area around the newly forming nasal pit. The earliest time point examined was ~E10.25, equivalent to 23 or greater somites (Som) from tail tip to the forelimb, when the nasal pits first become visible and can be landmarked. At this stage, an established set of 48 landmarks that focus on the developing facial prominences and nasal pit could be used. The data were then analyzed using a principal component analysis (PCA) to determine the principal axes of variation. At this early developmental stage, 23–35 Som, the first three principal components (PC1–3) did not distinguish between the different genotypes (supplementary material Fig. S3). However, examination of PC4 indicates that alterations in facial morphology specific to the Neo/Null mutation can already be detected (Fig. 2B). PC4 accounts for ~8% of the overall shape variance (supplementary material Fig. S3). The morphological significance of PC4 can be observed through the deformation of the wireframe diagram at various points along the PC. The Neo/Wt embryos are clustered along the negative end and the Neo/Null along the positive. The values −0.05 and +0.05 were chosen to represent Neo/Wt and Neo/Null, respectively. Based on the wireframe deformations, at this stage, genotype correlated with changes in the shape of the nasal pits and maxilla (Fig. 2B,D). Because PC4 (genotype) accounts for only a small percentage of the overall morphological variation, the remaining variation might be due to rapid and major shape changes occurring during this period of facial development that are not fully removed by regressing on somite stage. In addition, some variation might be attributable to genetic background from the use of an outbred mouse strain (Black Swiss). In addition to PCA, we used CVA to visualize differences between the E10.25 Neo/Null and Neo/Wt embryos. The shape differences between embryos of these two genotypes at this stage, although relatively small, were highly significant (*P*<0.005; Procrustes permutation test; data not shown).

By E11.5 (40–50 Som), the percentage of the shape change that can be attributed to genotype increased, and was now seen in the first PC, which accounted for about 30% of the total shape variance. Based on the wireframe deformation graph for PC1, drastic changes could be seen in both the relative size and shape of the nasal pit and the maxilla (Fig. 2C). Furthermore, it seems that, when a typical control embryo is warped to fit the landmark coordinates that would resemble a typical Neo/Null embryo, a notch begins to form underneath the nasal pit in the area where a cleft will form (Fig. 2E, arrow), suggesting that a quantitative deformation of the control facial shape to match the Neo/Null points is sufficient to develop a cleft.

We also ran simulations by warping an E10.5 control embryo either along the ‘Neo/Wt’ or ‘Neo/Null’ side of the E11.5 PC1 to visualize how changes in shape over this period affect development (supplementary material Movies 1, 2). These simulations reinforce the idea that the overall growth trajectories of the facial prominences in the two types of embryos were very different. In the embryo developing along the Neo/Wt phenotype, growth and morphogenesis resulted in the whole face moving inward toward the midline. In the Neo/Null example, the maxilla seemed to grow away from the midface, and the tissues that were marked by the landmarks along the base of the nasal pit, which come together in the control, maintained their distance. The abnormal growth of the maxilla in the Neo/Null embryos is also apparent in the raw scans (supplementary material Fig. S2B,C). Specifically, at E11.5, the Neo/Null maxilla was located in a more rostrolateral position, such that, in lateral view, it covered part of the developing eye. Taken together, these data support the idea that the failure of the prominences to fuse and form a normal primary palate is a direct effect of the change in shape.

### The Neo/Null model exhibits subtle changes in growth and Fgf pathway gene expression

It is notable that small differences in local growth rates can produce significant effects on shape (Boehm et al., 2010). Therefore, one explanation for the difference in facial shape and growth trajectory would be a subtle difference in cell proliferation levels between the mutant and the control embryos. To examine proliferation, we utilized EdU, a thymidine analog, to label newly synthesized DNA, as well as an antibody against phospho-histone H3 to identify proliferating cells. Labeled cells were then examined in either the ectoderm or mesenchyme of the prominences. In the mesenchyme, both methods identified consistent decreases in proliferation in the Neo/Null samples for the medial and lateral nasal prominences as well as the maxilla, compared with Neo/Wt controls (Fig. 3A–H). In contrast, proliferation in the ectoderm was not significantly different between Neo/Wt and Neo/Null mutants, with the exception of phospho-histone H3 staining in the maxilla (compare Fig. 3F,H). TUNEL staining did not reveal any significant differences in apoptosis between mutant and control animals, with the exception of the nasal pit ectoderm. In wild-type samples, apoptotic cells were detected where the medial and lateral edges of the nasal pit ectoderm were beginning to fuse. This region of staining, presumably due to apoptosis of the epithelial seam at the fusion point, was not observed in Neo/Null sections, consistent with the failure of fusion between these nasal prominences (supplementary material Fig. S4A,B).

**Fig. 3.**
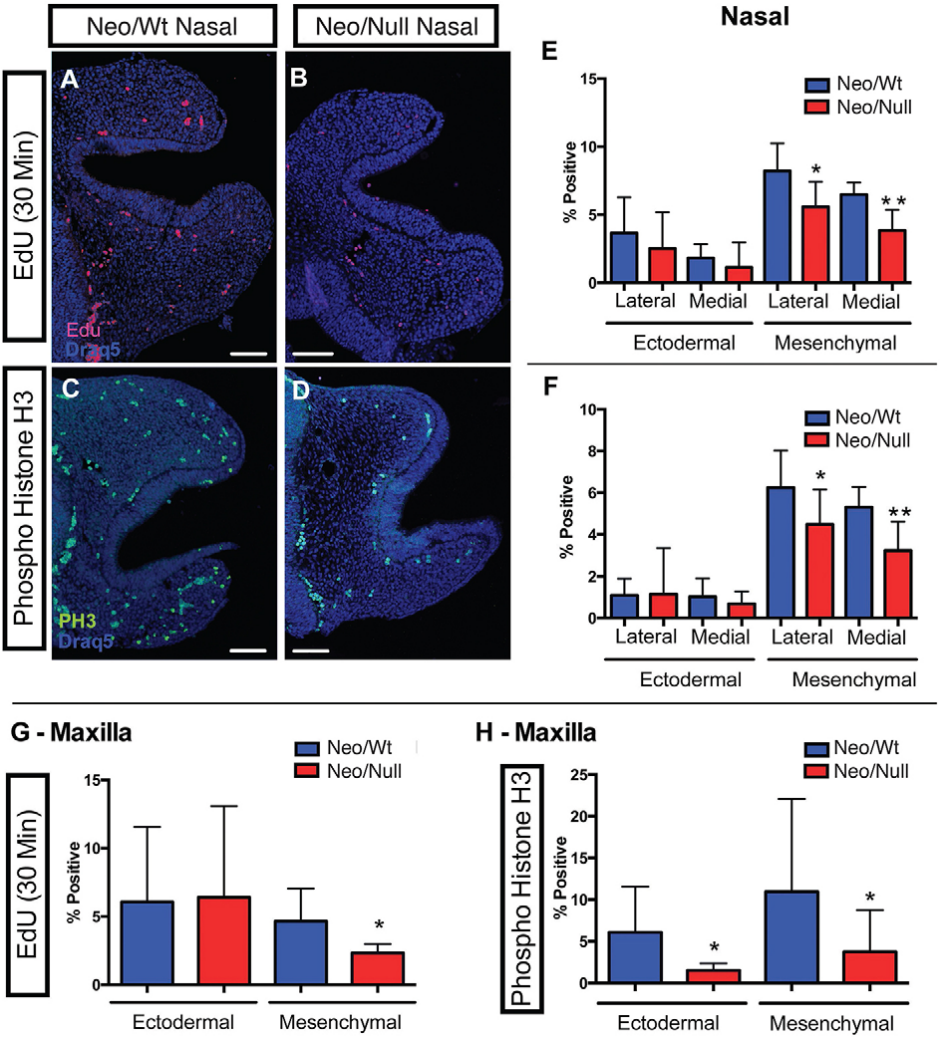
**Reduced cell proliferation in the facial prominences of Neo/Null mice.** Proliferation assessed in sections from the nasal pit of Neo/Wt (A,C) and Neo/Null (B,D) E10.5 embryos using EdU (A,B) or anti-phospho histone H3 (PH3) (C,D) detection. Draq5 was used to show nuclei; scale bars: 75 μm. Distal edge of the nasal pit is to the right. Quantitation of EdU (E,G)- or phospho-histone H3 (F,H)-labeled cells expressed as a percentage of total cells for the nasal (E,F) and maxillary (G,H) prominences. *P<0.05; **P<0.01. Note that any differences in cell density apparent in C and D result from slightly different planes of section rather than inherent differences between the Neo/Wt and Neo/Null models.

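Gene expression was profiled in the nasal and maxillary prominences, the swellings whose fusion closes the upper lip. Neo/Null embryos, which carry a hypomorphic and a null allele of *Tfap2a*, were compared with Neo/Wt embryos, which carry the hypomorphic and a wild-type allele. RNA from pooled E10.5 tissue was hybridized to Affymetrix mouse arrays, with 3 independent pools for each genotype and prominence and 12 arrays in all. The authors scaled all arrays to one target intensity. The deposited values are log2 signals per probe set, and the files leave open how the probes were summarised. The authors also gave a detection call for each probe set in each group of 3 arrays, and a probe set was tested in a prominence when it was called present in both genotypes there. Differences between Neo/Null and Neo/Wt were fitted with limma on all 12 arrays, and p-values were adjusted by the method of Benjamini and Hochberg over the probe sets tested in that prominence. A gene with several probe sets is represented by the tested probe set with the highest mean signal. Differences are given as log2 of Neo/Null over Neo/Wt with their standard error (SE). Every p-value rests on 3 pools per group. The contrast between the prominences themselves was far larger than that between the genotypes: in Neo/Wt, 921 of 23025 probe sets were higher in nasal tissue and 972 were higher in maxillary tissue at a limma adjusted p under 0.05. *Dlx1*, which encodes a homeodomain transcription factor of the pharyngeal arches, was the gene with the smallest p and among the latter, with a log2 difference of -4.31 (nasal minus maxilla, SE 0.11), and was named after its values were seen.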

We next compared gene expression profiles in Neo/Null and Neo/Wt nasal and maxillary prominences at E10.5 using microarray analysis. Although differences in shape and proliferation were already apparent at this stage, gene expression changes were moderate (Fig. 4A,B), with less than 300 genes detected as altered by >1.25-fold and few of these altered by >twofold (supplementary material Tables S3, S4). However, analysis of these gene lists using gene set enrichment analysis (GSEA) highlighted enrichment of Fgf pathway members specifically in the nasal prominence (Fig. 4C). 

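*Zic1*, which encodes a zinc finger transcription factor of the neural tube, rose 3.77-fold in the Neo/Null nasal prominences and was the 1 probe set of 21088 to pass the adjusted test there. Its log2 signal was 6.21 ± 0.08 (SD, n = 3) in Neo/Null and 4.30 ± 0.41 (SD, n = 3) in Neo/Wt, a difference of 1.91 (SE 0.19, limma adjusted p = 0.00557). Of 21213 probe sets tested in the maxillary prominences, 0 passed limma's adjusted test, and 1055 had an unadjusted p under 0.05. The smallest p there belonged to *Zic5*, a relative of *Zic1*, with a log2 difference of 0.97 (SE 0.13, limma adjusted p = 0.0576). *Emx2*, which encodes a homeodomain transcription factor of the developing forebrain, had the smallest p among lower genes, with a log2 difference of -1.31 (SE 0.19, limma adjusted p = 0.108). At the thresholds of Tables S3 and S4, a change of over 1.25-fold at a p under 0.05, taken here as unadjusted, 130 nasal probe sets were higher and 31 lower in Neo/Null, and 230 maxillary probe sets were higher and 66 lower. With 1 array left out, the total ran from 106 to 429 in nasal and from 282 to 676 in maxillary tissue. In simulated arrays, on average 201.4 nasal probe sets made without a genotype difference, on arrays that also held changed ones, and 197.8 maxillary probe sets on arrays without any reached these thresholds per run. The simulated noise was independent for each array and probe set, so these averages carry no deviations shared between pools. Other splits of the 6 real arrays gave up to 401 nasal and 615 maxillary probe sets. Among the splits that part all 3 replicate numbers, the other counts reached 272 in nasal and 89 in maxillary tissue. The adjusted p of *Zic1* was 0.0675 without Neo/Null nasal replicate 1, 0.0555 without Neo/Null nasal replicate 3 and 0.0692 without Neo/Wt nasal replicate 2, and 0.999 with an ordinary t statistic and 0.0897 with a replicate block, both on the 6 nasal arrays, and whether embryos with an open neural tube were among the pools is not stated. With the replicate number as a block on the 12 arrays, 4 maxillary probe sets passed the adjusted test, and 0 with the block on the 6 maxillary arrays alone. *Emx2* was among the 4 (adjusted p = 0.00629), and both *Emx2* and *Zic5* passed with array weights and with a variance trend and robust estimation, *Zic5* without Neo/Null maxilla replicate 3 (adjusted p = 0.0472) and *Emx2* without Neo/Wt maxilla replicate 3 (adjusted p = 0.0185).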

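Genes of the Fgf pathway were, on balance, higher in the Neo/Null nasal prominences. Of 59 listed pathway genes, 30 were tested there and 25 of these were higher, with a median log2 difference of 0.11. Nasal probe sets leaned upward in general, with 670 higher and 150 lower at an unadjusted p under 0.05. Among facial patterning transcription factors, which did not stand out (camera adjusted p = 0.994), 21 of 33 were higher, with a median of 0.05. The share of higher genes over all tested nasal genes is not given here. As a group the 30 pathway genes passed the camera test of limma, which sets them against the other genes (p = 0.000155, and p = 0.0551 with a correlation between genes estimated from the data). The largest differences were those of 3 genes of the Fgf family, *Fgf17*, *Fgf12* and *Fgf8*. The list of ligands includes *Fgf12*, although its protein stays inside the cell. Of the 5 genes of that list tested, 4 were higher (camera adjusted p = 0.00248 over the other lists, and adjusted p = 0.317 with an estimated correlation). All 13 tested feedback and target genes, which include the Sprouty and Spred inhibitors, were higher (camera adjusted p = 0.0039, and adjusted p = 0.317 with an estimated correlation). Of the 30 genes, 0 passed limma's adjusted test over all probe sets, 5 had an unadjusted p under 0.05, and 3, again *Fgf17*, *Fgf8* and *Fgf12*, passed when adjusted over the list alone. The study itself singled out these 3 genes on the same arrays, so that last count is not independent evidence. The list was drawn up to test the paper's conclusion from these arrays, so its camera p is not independent of that conclusion either. In the maxillary prominences 17 of 27 tested pathway genes were higher, with a median log2 difference of 0.03 (camera p = 0.00211, and p = 0.0731 with an estimated correlation). Of 12 feedback and target genes tested there 9 were higher (camera adjusted p = 0.0114, adjusted p = 0.230 with an estimated correlation and adjusted p = 0.123 without Neo/Wt maxilla replicate 3). In maxillary tissue too 0 passed limma's adjusted test and 0 passed when adjusted over the list alone, while 4 had an unadjusted p under 0.05: *Fgf9*, a ligand, with a log2 difference of 0.39, *Sos2*, a Ras activator, with 0.27, and the inhibitors *Spry3*, with 0.21, and *Spred1*, with 0.15. A direct test of the nasal against the maxillary genotype difference, over the 31 pathway genes tested in either prominence, gave camera p = 0.457 (p = 0.651 with an estimated correlation). At the thresholds of Table S3, 3 of the 30 nasal pathway genes were counted against 74 of 10364 other genes (Fisher's exact test, two-sided, p = 0.00137), and at those of Table S4, 1 of 27 against 132 of 10286 (p = 0.296). The 3 nasal genes are the same ones that the study singled out, so the nasal Fisher's exact p restates that choice and is not independent evidence. In the nasal prominences the median log2 difference was also 0.25 over 16 genes of forebrain neuroepithelium (camera adjusted p = 3.53e-05, and adjusted p = 0.317 with an estimated correlation) and 0.10 over 32 genes of surface ectoderm, the tissue that makes several Fgf ligands, which did not pass (camera adjusted p = 0.0545, and adjusted p = 0.997 with an estimated correlation) and did with a replicate block (adjusted p = 0.0157) or without Neo/Wt maxilla replicate 3 (adjusted p = 0.0430). Without Neo/Wt maxilla replicate 3, the camera p of the pathway in the maxillary prominences was 0.0497.

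**Figure D1:**
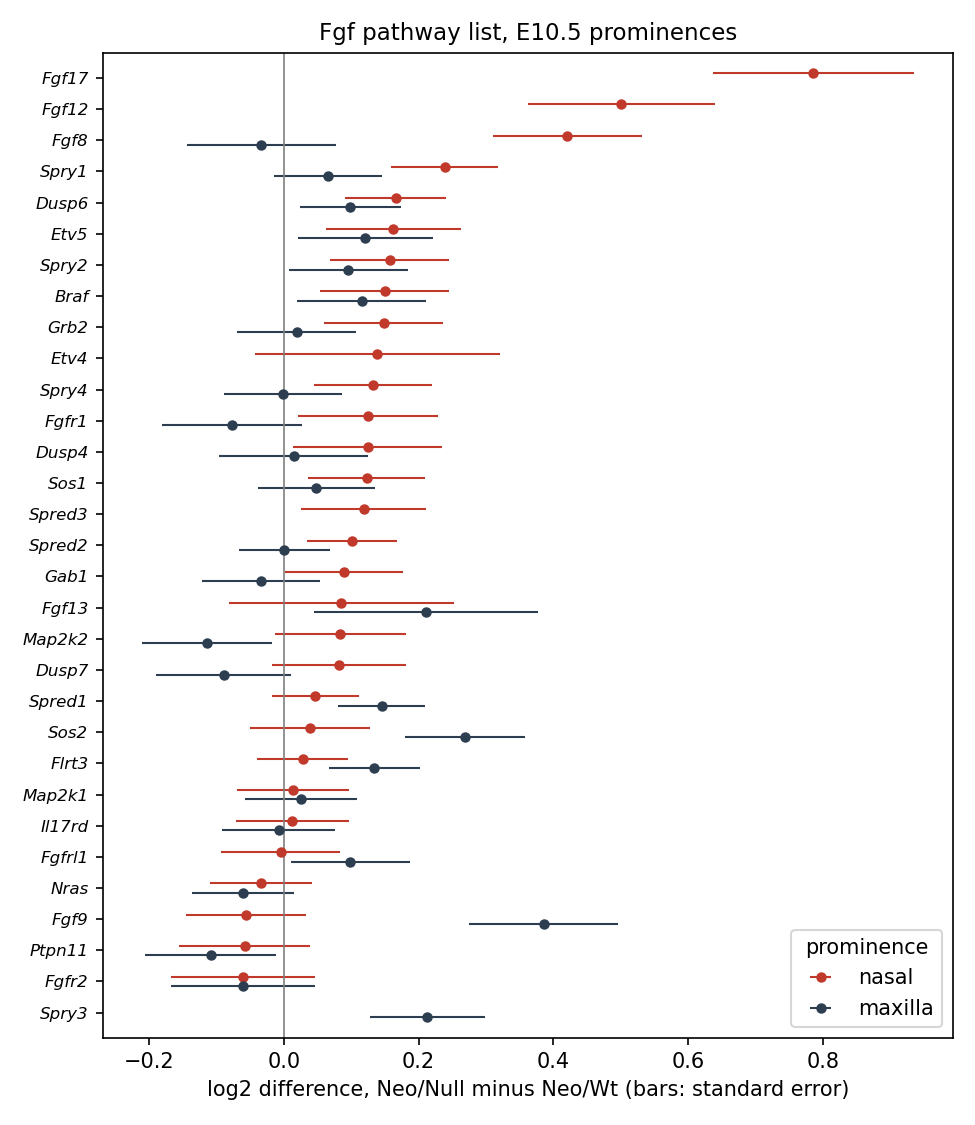
Log2 difference between Neo/Null and Neo/Wt (horizontal axis) for each tested gene of the Fgf pathway list, in nasal (red) and maxillary (dark) prominences at E10.5, with bars of 1 standard error. *Fgf17*, *Fgf12* and *Fgf8* lie farthest to the right among nasal values, and *Fgf9*, at 0.39, lies farthest to the right among maxillary values.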

Because Fgf signaling has major roles in facial development, this association was further investigated using qRT-PCR and *in situ* hybridization. First, RT-PCR was used on Neo/Wt controls and Neo/Null mutants (Fig. 4N) to examine expression of *Fgf8* as well as *Wnt9b*, an additional gene associated with bilateral CL/P (Jin et al., 2012). 

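On the arrays, *Fgf8*, which encodes a secreted growth factor of the facial ectoderm, had a mean log2 signal of 8.52 ± 0.07 (SD, n = 3) in Neo/Null and 8.10 ± 0.10 (SD, n = 3) in Neo/Wt nasal prominences. This is a 1.34-fold difference, with a 95% confidence interval of 1.13 to 1.58. All 3 Neo/Null nasal pools lay above all 3 Neo/Wt pools (exact permutation test, two-sided, p = 0.1, the smallest p that 3 pools against 3 allow). The difference was past an unadjusted limma p of 0.05 and did not pass after adjustment over all nasal probe sets. In maxillary tissue *Fgf8* was 0.977-fold, with means of 7.73 ± 0.19 (SD, n = 3) and 7.76 ± 0.19 (SD, n = 3). The genotype difference in *Fgf8* was larger in nasal than in maxillary tissue by 0.45 on the log2 scale (SE 0.16), and this did not pass limma's test after adjustment over all probe sets.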

In agreement with the microarray data, a consistent ~1.3-fold increase was detected in *Fgf8* expression in the Neo/Null mutants, whereas *Wnt9b* levels were relatively unchanged from controls (Fig. 4N). A slight increase in *Fgf8* expression in the ectoderm of the facial prominences was also revealed by *in situ* analysis coupled with optical projection tomography (OPT) imaging (Fig. 4D–G,L–M). This increase was most notable in the margin of the lateral nasal prominence bordering the nasal pit. The potential upregulation of Fgf signaling was further investigated by examining the expression of pathway targets *Dusp6* and *Mapk1*. *Dusp6*, a negative feedback regulator of the pathway, showed increased expression in the developing facial prominences of Neo/Null mice compared with controls, in contrast to the more comparable expression in the limbs (Fig. 4H–K). However, we did not detect significant changes in the levels of *Mapk1*-encoded total Erk or phospho-Erk by western blot analysis of whole E10.5 facial tissue (supplementary material Fig. S5).

**Fig. 4.**
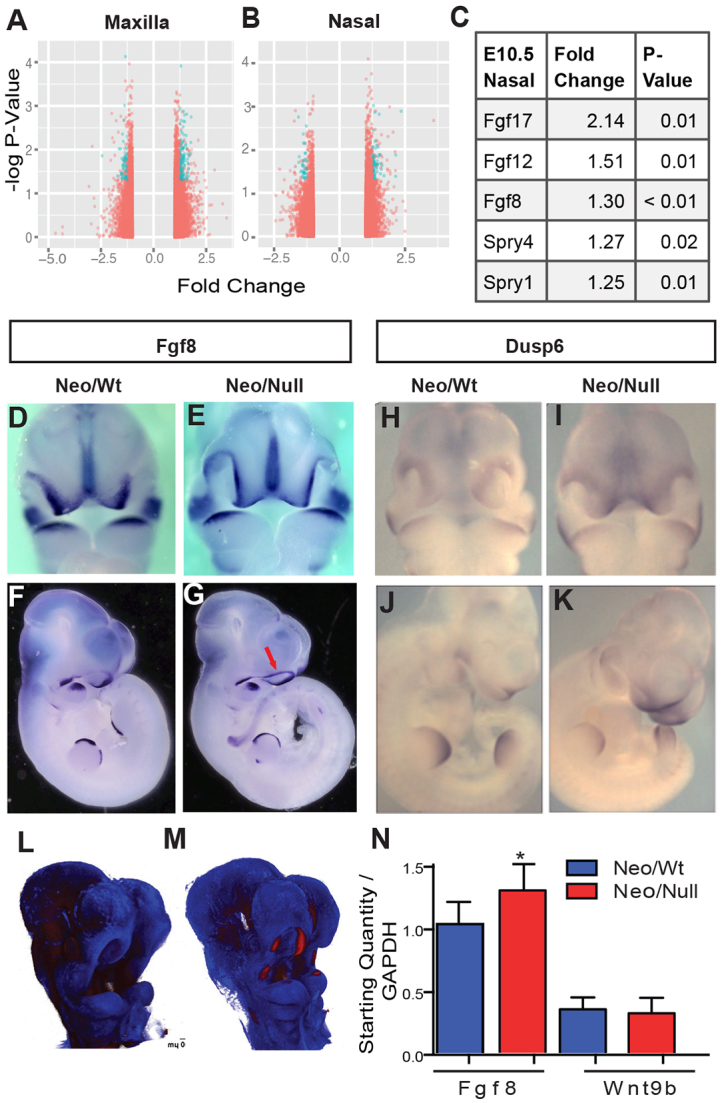
**Alterations in gene expression in Neo/Null mice.** (A,B) Volcano plots from the (A) maxillary and (B) nasal microarrays. Orange shows all values called ‘above absent’, blue all values called ‘present’, with a *P*-value of 0.05 (adjusted) and a fold change >1.25. Positive fold change is increased expression in Neo/Null compared with Neo/Wt. (C) Fold change of Fgf pathway members in Neo/Null E10.5 nasal prominences compared with control embryos. (D–K) *In situ* hybridization for *Fgf8* (D–G) and *Dusp6* (H–K) expression in Neo/Wt (D,F,H,J) and Neo/Null (E,G,I,K) E10.5 embryos showing frontal (D,E,H,I) and lateral (F,G,J,K) views. Arrow in G shows increased *Fgf8* expression at the lateral edge of nasal pit. (L,M) *Fgf8* staining visualized by OPT in E10.5 Neo/Wt (L) and Neo/Null (M) samples. (N) qRT-PCR examination of *Fgf8* and *Wnt9b* transcript levels from E10.5 facial prominences. *P<0.05.

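The 2 tested nasal probe sets beyond 2-fold at an unadjusted p under 0.05 were the brighter one of *Zic1* and a second probe set of *Fgf17*. Beyond 2-fold in the maxillary prominences, 11 probe sets were higher and 1, that of *Emx2*, was lower. The 11 included genes of differentiating neurons: *Dcx* and *Tubb3*, which encode proteins of neuronal microtubules, *Elavl4*, an RNA-binding protein of neurons, and *Nefl*, a neurofilament subunit. *Tubb3* was named after its values were seen. The pools varied widely in these genes, and the log2 difference of *Dcx* was 1.30 with SE 0.53. Of all tested nasal probe sets, 670 were higher and 150 lower at an unadjusted p under 0.05, where 1054.4 would be reached by chance in total if no probe set differed. In the maxillary prominences 705 were higher and 350 lower, where chance would give 1060.65. Without Neo/Wt maxilla replicate 3, whose neuronal genes were far below those of the other maxillary pools, 676 maxillary probe sets reached 1.25-fold at an unadjusted p under 0.05.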

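The Sprouty genes encode inhibitors that Fgf signaling induces. *Spry1* was 1.18-fold in Neo/Null nasal prominences, with a log2 difference of 0.24 (SE 0.08, 95% confidence interval 0.07 to 0.41). For *Spry4*, the tested probe set with the highest signal was 1.10-fold, with a log2 difference of 0.13 (SE 0.09, 95% confidence interval -0.06 to 0.32). A second, dimmer *Spry4* probe set was 1.33-fold. The difference of *Spry1* and that of the dimmer *Spry4* probe set were past an unadjusted limma p of 0.05, that of the brighter *Spry4* probe set was not, and none passed limma's adjusted test. In the maxillary prominences *Spry1* had a log2 difference of 0.07 and *Spry4* of 0.00.

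**Figure D2:**
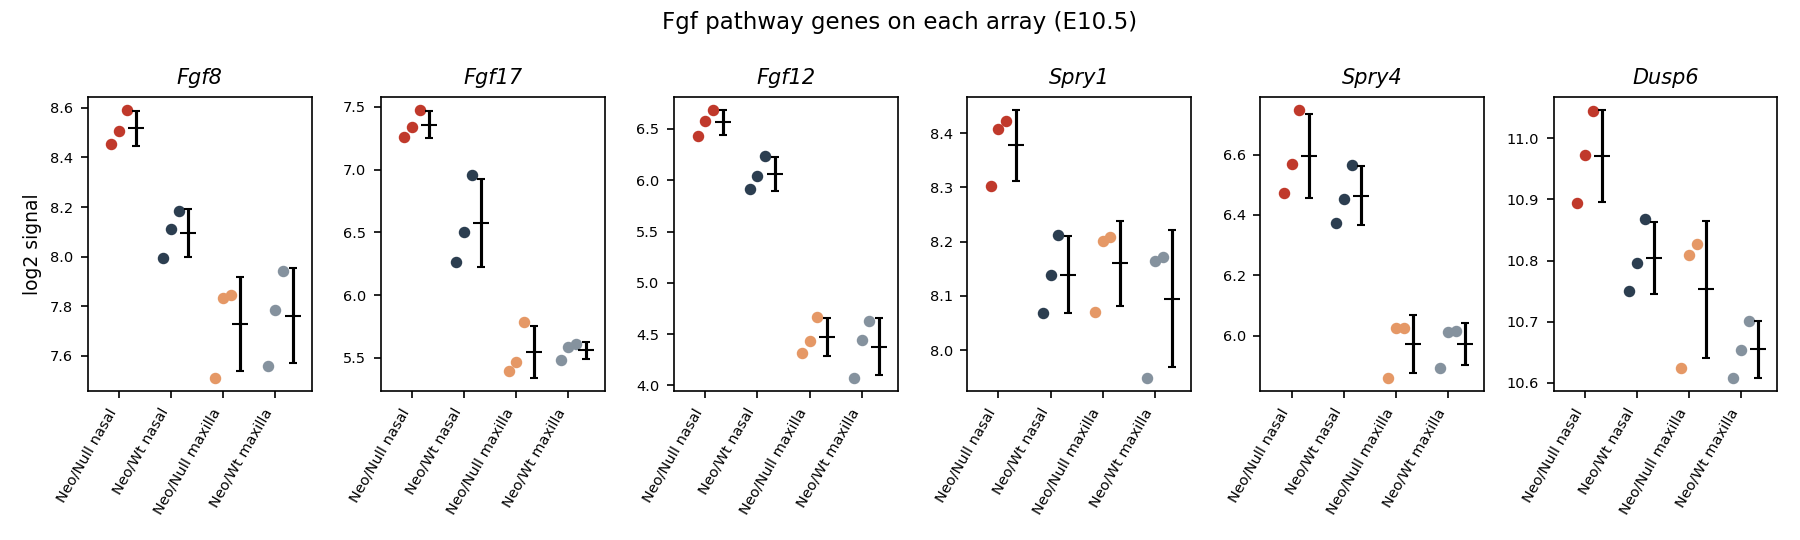
Log2 signal (vertical axes) of 6 Fgf pathway genes on each of the 12 arrays at E10.5, with 1 point per pool and, beside the points of each group, a bar for the mean and its SD. For *Fgf8*, *Fgf17*, *Fgf12*, *Spry1* and *Dusp6* all 3 Neo/Null nasal pools lie above all 3 Neo/Wt nasal pools, and for *Spry4* the groups overlap.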

### Reduction of *Fgf8* gene dosage leads to a partial rescue of Neo/Null bilateral clefting

To determine whether changes in Fgf signaling could impact the Neo/Null phenotype, the Neo/Null allelic combination was crossed onto an *Fgf8* heterozygous background (Meyers et al., 1998). This generated four genotypes with various combinations of the *Tfap2a* and *Fgf8* alleles (Fig. 5A). Interestingly, examination of the Neo/Null neonates heterozygous for the *Fgf8* null allele indicated that 8/18 presented with a unilateral cleft primary palate as opposed to the fully penetrant bilateral cleft characteristic of Neo/Null animals with wild-type *Fgf8* gene dosage (Fig. 5A–F). Skeletal organization of ‘rescued’ Neo/Null;Fgf8het mice was assessed by μCT and confirmed a unilateral premaxillary fusion defect (Fig. 5F, red arrow). Note that there was no laterality preference for the ‘rescue’ in Neo/Null;Fgf8het mice, with remaining clefts being detected on either the left or right side of the face. The altered susceptibility to the bilateral facial clefting caused by the reduction of *Fgf8* gene dosage in Neo/Null mice prompted a morphometric analysis of E10.5 embryos to identify early associated shape changes. CVA demonstrated significant between-group differences, with CV1 reflecting differences caused by the *Fgf8* mutation and CV2 reflecting the differences caused by the *Tfap2a* genotype (Fig. 6A). Increases along CV1 represent greater width of the frontal nasal prominence and a more external orientation of the nasal pits. Increases along CV2 increase the width of the nasal pit and change the shape of the maxilla. Intriguingly, the combination of Neo/Null and *Fgf8* null alleles that partially rescued the orofacial clefting did not return the phenotype nearer to the control shape, but resulted in a distinct grouping (Fig. 6A). PCA was next utilized to examine these differences in greater detail (Fig. 6B,C) and indicated that, when compared with the Neo/Wt;Fgf8wt control group, separation along PC1 indicates that the Neo/Null;Fgf8het has a slight widening of the midface but more obviously the nasal pits are somewhat larger and are angled slightly downwards toward the maxilla (Fig. 6B, lower images). Therefore, the frequent rescue of the bilateral clefting in the Neo/Null background caused by reduction of *Fgf8* gene dosage does not occur by simply rectifying the changes observed in the Neo/Null embryos at a similar stage (PC4; Fig. 2B,D and supplementary material Fig. S3). Instead, the reduction of *Fgf8* causes an additional set of changes in the shape of the midface and nasal pits. Furthermore, when these Neo/Null;Fgf8het compound mutants are compared with the Neo/Null;Fgf8wt, we noted a subtle increase in the width of the midface, a lateral pivot of the nasal pit toward the maxilla, and an increase in both the size and width of the nasal pit (Fig. 6C, lower images). These changes would push the nasal pit more into alignment with the maxilla in the Neo/Null;Fgf8het embryos.

**Fig. 5.**
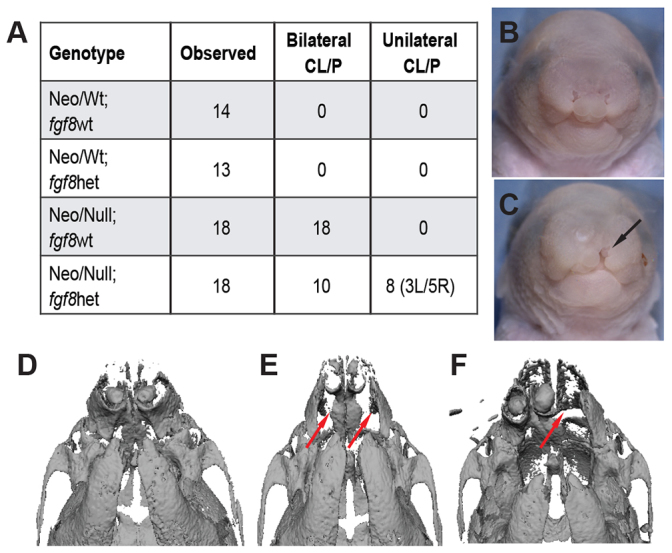
**Reduced *Fgf8* gene dosage leads to a rescue of bilateral cleft lip.** (A) Numbers of various genotypes and phenotypes observed from the *Tfap2a^(neo/neo)^* × *Tfap2a^(+/−)^*;*Fgf8^(+/−)^* crosses (L and R are left- and right-sided cleft, respectively). (B,C) Frontal images of the heads of Neo/Null;*Fgf8*wt (B) and Neo/Null;*Fgf8*het (C) P0 pups. Black arrow shows the unilateral cleft line. (D–F) Ventral view of skulls using μCT for Neo/Wt;*Fgf8*wt (D), Neo/Null;*Fgf8*wt (E) and Neo/Null;*Fgf8*het (F) P0 pups. Red arrows show clefting at points where the premaxilla and the palatal process of the premaxilla should be fused.

**Fig. 6.**
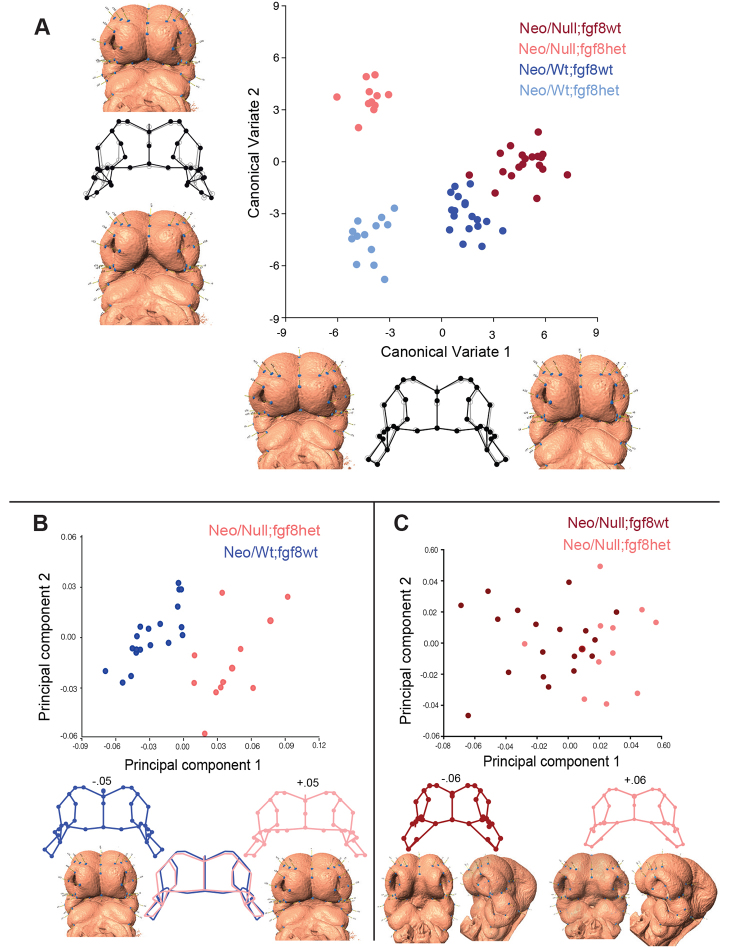
**Morphometric analysis of the genetic interactions between *Tfap2a* and *Fgf8* in facial development.** (A) Morphometric analysis of E10.5 embryos from *Tfap2a^(neo/neo)^* × *Tfap2a^(+/−)^*;*Fgf8^(+/−)^* crosses. CVA showing between-group differences. The wireframes visualize +10 of the axis in black and 0 in gray and the warp images show −6 and +6, respectively, along the axes. (B) PCA of E10.5 Neo/Null;*Fgf8*het compared with Neo/Wt;*Fgf8*wt. Wireframes and warp embryo images show −0.05 and +0.05 along PC1. (C) PCA of E10.5 Neo/Null;*Fgf8*het compared with Neo/Null;*Fgf8*wt. Wireframes and warp embryo images show −0.06 and +0.06 along PC1.

Previous studies have indicated that a reduction in *Fgf8* dosage alters the mean facial shape relative to wild-type populations and might also lead to an increase in phenotypic variation (Griffin et al., 2013). Such phenotypic variation might influence how an individual mutation affects a population or leads to partial penetrance (Hallgrímsson et al., 2002; Jamniczky and Hallgrímsson, 2009). We therefore investigated whether alterations in *Tfap2a* could also influence phenotypic variance as a potential mechanism for interactions with *Fgf8* gene dosage in modifying orofacial clefting. Specifically, we assessed the variance within the E10.5 dataset, using the trace of the variance covariance matrix, a multivariate measure of variance (Schaefer and Lauder, 1996). In both the Neo/Null;Fgf8wt and Neo/Wt;Fgf8het embryos, the phenotypic variance for shape was significantly increased (Fig. 7A). Surprisingly, however, the combination of these mutant alleles in Neo/Null;Fgf8het embryos did not produce a further increase. In fact, the shape variance in this latter allelic combination was not significantly increased over the controls. Thus, the increase in variance seen with Neo/Null;Fgf8wt and Neo/Wt;Fgf8het seems to be moderated in Neo/Null;Fgf8het. These findings argue against the Neo/Null and *Fgf8* heterozygous changes acting in an additive or synergistic manner on the variance, and instead indicate that the combination of these mutations unexpectedly dampens the amount of variance.

**Fig. 7.**
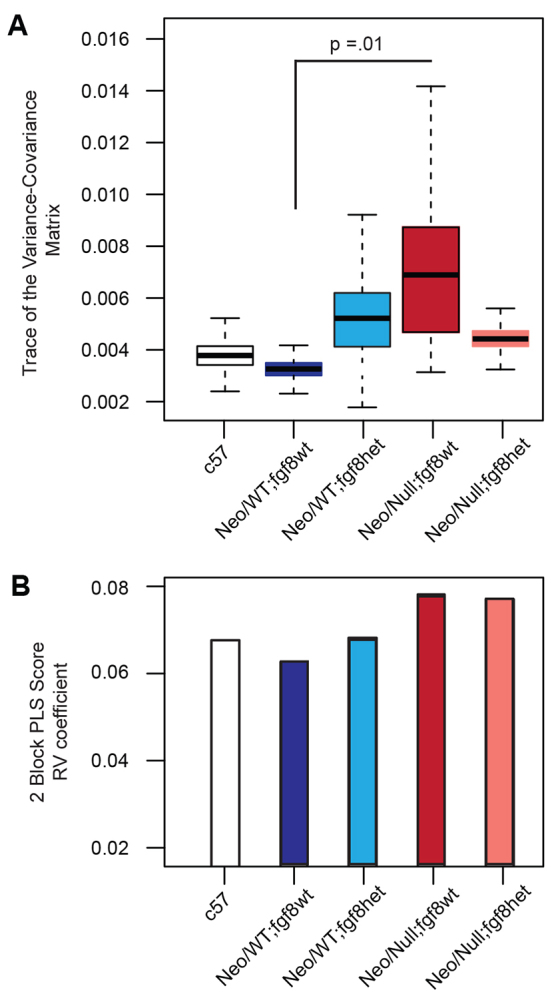
**Analysis of variance and integration of facial morphology associated with *Tfap2a* and *Fgf8* mutations.** (A) Trace of the variance-covariance matrix to measure variation in shape at E10.5. *P*-value was determined based on overlap between the curves based on 1000 repetitions of the analysis. (B) Two-block PLS analysis to determine integration at E10.5 between the maxilla and the nasal prominences, the two regions with the largest differences in shape. Statistics can be found in supplementary material Table S5. The data concerning E10.5 C57Bl/6J is presented as an additional control for background or strain effects and was obtained by re-landmarking scans generated previously (Schmidt et al., 2010).

Another method for observing the interaction between shape changes is to examine how different parts of the face are integrated with one another, or simply to identify how much changes in one region correlate with changes in another. Observations of integration can also determine how underlying gene expression changes can affect shape. Therefore, a two-block partial least squares regression (PLS) analysis was used to examine correlation of shape changes between the nasal processes and the maxilla between the various genotypes (Fig. 7B and supplementary material Table S5). This analysis indicated a very high degree of integration of shape differences between the prominences in the various models. The vectors describing the directions of landmark displacements that correspond to the covariances between the nasal and maxillary processes were also significantly correlated across the samples (*P*-values in supplementary material Table S5). This indicates that both the pattern and magnitude of integration among the processes are similar across genotypes and further suggests that the same processes that increase variance are also linked to overall structural changes within the face.

## DISCUSSION

In this study, we describe the derivation of a new mouse model displaying fully penetrant bilateral CL/P that is caused by an insertional mutation in an intron of *Tfap2a*. These studies further strengthen the importance of the AP-2 gene family, particularly *Tfap2a*, in facial development. Genetic manipulation of mouse *Tfap2a* results in multiple defects in development and function of the skull and face (Brewer and Williams, 2004; Nelson and Williams, 2004; Nottoli et al., 1998; Pontoriero et al., 2008; Schorle et al., 1996; Zhang et al., 1996). Moreover, recent analyses have identified mutations in *TFAP2A* as the cause of human BOFS, which is characterized in part by orofacial clefts of varying severity (Milunsky et al., 2008; Milunsky et al., 2011). AP-2α has also been linked to human orofacial clefting defects via its regulation of target genes, including *p63* and *IRF6* (Ferretti et al., 2011; Rahimov et al., 2008; Wang et al., 2013). Here, we have shown that, as the level of functional *Tfap2a* transcripts are decreased, presumably below a certain threshold, there are changes in Fgf signaling, prominence growth and facial shape that are associated with orofacial clefting.

The primary conclusion from our study is that the failure of facial fusion in the Neo/Null model is due to changes in the growth and morphogenesis of the facial prominences. Using μCT and geometric morphometrics, differences in facial shape between Neo/Null and control embryos were apparent by E10.25, and the morphologies of the facial prominences became highly divergent by E11.5. Analysis of the relative movement of the components of the face over time in control embryos indicates that all the facial prominences normally wrap around the mediolateral axis and converge towards the midline. However, in Neo/Null embryos, the lateral edge of the nasal pit flares outward instead of growing in toward the center and the maxillary prominence is also projected laterally. These alterations from the normal morphogenetic pathway prevent apposition and fusion of these facial prominences. Therefore, in common with some forms of CP, CL/P develops in this model because the prominences are not aligned properly for fusion. Previous studies in chick have indicated that directional differences in cell proliferation can affect shape and overall growth trajectories of the facial prominences (Li et al., 2013b). Similarly, in the Neo/Null mouse model, we show that one consequence of decreased *Tfap2a* levels is a reduced rate of proliferation in the mesenchyme of the nasal and maxillary prominences, which would presumably lead to a change in the overall growth and, potentially, the shape of the nasal pit and midface.

A secondary conclusion from these analyses is that neural tube closure defects correlate with differences in the shape of the face from very early time points. A subset of the Neo/Null mice developed exencephaly and, by E9.5, this group could be clearly distinguished on the basis of facial shape from other embryos with closed or delayed neural tube closure. There are several possible explanations for the effect of aberrant neural tube closure on face development. One hypothesis suggested by the μCT imagery is that facial defects are linked with defective morphogenesis of the telencephalon. In particular, failure to close the neural tube leads to a much narrower telencephalon and, based on data indicating that the forebrain acts as a major signaling center for midfacial development (Gongal et al., 2011; Hu and Marcucio, 2009), this would alter regulatory crosstalk between these two regions. Alternatively, the neural tube defect might lead to abnormal formation or migration of the neural crest that could limit the population of mesenchymal cells available for face formation. Whatever mechanism is responsible for the distinct facial morphology of the exencephalic Neo/Null mice, the overall result suggests that understanding the etiology of CL/P in humans will be complicated if this pathology is also accompanied by a cranial neural tube closure defect. Ultimately, detailed morphometric analysis of mice with an isolated cranial neural tube closure defect will be necessary to determine whether the morphological changes caused by neural tube closure and facial clefting are synergistic or independent events.

Previous morphometric studies of orofacial clefting in mouse have focused on partially penetrant clefting models, particularly the A/WySn and Cl/Fr strains. The A/WySn mutation has been linked to mutation of *Wnt9b*, and a total loss of *Wnt9b* generates a clefting frequency of 50–100% depending on background (Jin et al., 2012; Juriloff and Harris, 2008; Juriloff et al., 2006). Cl/Fr and A/WySn strains have considerable within-group variation, which might correlate with the partially penetrant nature of their mutant facial phenotypes, and it has not been possible to identify definitive early changes that will result in CL/P. Nevertheless, these studies are pertinent to the shape changes observed in Neo/Null mice. In the A/WySn model, the facial prominences are less well developed overall compared with controls at a similar embryonic stage, and the shape difference seems to be concentrated in the maxilla. In common with the Neo/Null model, the hypoplastic development might be due to decreased cell proliferation in the mesenchyme, because this also occurs in the *Wnt9b*-null mouse (Jin et al., 2012). The Cl/Fr strain, which has been studied using 2D morphometric methods, shows shape differences primarily in the nasal pit (Parsons et al., 2008; Young et al., 2007).

Neo/Null is the first fully penetrant bilateral clefting model examined using morphometric methods and combines the separate aspects of these other two models, with simultaneous morphological differences in both the maxilla and nasal pit. We propose that the combination of these two potentially independent shape changes distinguishes the fully penetrant CL/P Neo/Null phenotype from the two previously studied partially penetrant models. Taken together, though, the morphometric data obtained from these three models of CL/P indicate that they each exhibit modest changes in the shape and growth direction of the facial prominences. Such alterations would prevent these structures from being in the correct positions at the correct times, thus precluding normal fusion.

Despite the similarities with the A/WySn model noted above, we did not detect differences in the expression of *Wnt9b* in the Neo/Null mice. Indeed, overall gene expression changes between Neo/Null and controls were limited in both number and fold change despite the resulting severe facial pathology. These findings indicate that reduced *Tfap2a* levels do not cause drastic changes in the expression of a specific set of gene targets, but instead might cause more subtle differences in the overall gene regulatory network controlling facial development. 

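*Wnt9b* encodes a Wnt ligand of the facial ectoderm. Neither of its probe sets was called present in both genotypes of a prominence, so *Wnt9b* was outside the tested probe sets, and its values are given without an adjusted p. The brighter probe set had mean log2 signals of 6.58 ± 0.28 (SD, n = 3) in Neo/Null and 6.71 ± 0.08 (SD, n = 3) in Neo/Wt nasal prominences, a difference of -0.13 with a 95% confidence interval of -0.53 to 0.28. In the maxillary prominences the difference was -0.25, with a 95% confidence interval of -0.65 to 0.16. Of other Wnt ligand genes, 5 were tested in each prominence. All 5 were higher in Neo/Null nasal tissue (camera adjusted p = 0.630), and 4 of 5 were lower in Neo/Null maxillary tissue (camera adjusted p = 0.0358, adjusted p = 0.400 with an estimated correlation and adjusted p = 0.0559 without Neo/Wt maxilla replicate 3). The lowest of these in the maxillary prominences was *Wnt5b*, with a log2 difference of -0.35 (SE 0.13), and 0 of these genes passed limma's adjusted test or passed when adjusted over the list alone. Unadjusted p was under 0.05 for 2 of them in the maxillary prominences, *Wnt5b* and *Wnt11*.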

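Of the 20153 probe sets tested in both prominences, 12 were higher in Neo/Null at the thresholds of both Table S3 and Table S4 and 3 were lower in both, where independent lists would share 1.08 and 0.0732. The lists are not independent: nasal and maxillary pools of the same genotype and number deviated from their group means alike, with correlations across probe sets of 0.20 to 0.29, and when the 6 pools were split in other ways 3 splits shared more than these 15 probe sets, the highest 116. Among the 12 were 2 probe sets of *Alcam*, which encodes a cell adhesion molecule, and those of *Bmp5*, a growth factor, *Tcf7l2*, a transcription factor of Wnt signaling, and *Cyp26a1*, an enzyme that breaks down retinoic acid. These genes were named after their values were seen. For *Bmp5* the log2 difference was 0.43 in nasal and 0.37 in maxillary tissue. When the nasal and maxillary genotype differences were compared directly, 0 of 22148 probe sets passed limma's adjusted test and 858 had an unadjusted p under 0.05. The genes with the smallest p in that comparison were *Emx2* and *Zic1*, each with a log2 difference between the prominences of 1.64, and *Rspo1*, which encodes a Wnt agonist, with 0.96 (limma adjusted p = 0.584 or more). The paper's proposal, put as a possibility, that lowered *Tfap2a* acts through subtle changes across the gene regulatory network of the face rests on the small number and size of the genotype changes.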

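The brightest probe set of *Tfap2a* did not differ on the arrays: its log2 difference was 0.01 (SE 0.07) in nasal and 0.06 (SE 0.07) in maxillary prominences. The files do not say where this probe set lies relative to the exons altered in the Neo and null alleles. By qRT-PCR of E10.5 faces, the paper reports upstream exons lowered about equally in all mutant allele combinations. Normally spliced downstream transcripts were lowest in Neo/Null there. The probe set therefore does not tell whether functional *Tfap2a* was reduced. The related genes *Tfap2b* and *Tfap2c* had log2 differences of 0.04 and 0.12 in nasal tissue and of 0.30 and 0.16 in maxillary tissue. As a group the 3 AP-2 genes passed in the maxillary prominences (camera adjusted p = 0.0220, adjusted p = 0.374 with an estimated correlation and adjusted p = 0.170 without Neo/Wt maxilla replicate 3), where *Tfap2b* passed when adjusted over the list alone. Transcription factors that pattern the face were lower in 22 of 35 cases in the maxillary prominences and higher in 21 of 33 cases in the nasal prominences, and the group passed in neither (camera adjusted p = 0.107 and 0.994), although without Neo/Wt maxilla replicate 3 it passed in the maxillary prominences (adjusted p = 0.00928, and adjusted p = 0.562 with an estimated correlation on all arrays). Its maxillary members with the smallest p were *Dlx5*, with a log2 difference of -0.67 (SE 0.13), *Foxf1*, with -0.50 (SE 0.13), and *Alx1*, which is required for formation of the face, with -0.54 (SE 0.14). These 3 passed when adjusted over the list alone, and 0 of the 35 passed limma's adjusted test over all probe sets, with 5 at an unadjusted p under 0.05. Genes of orofacial clefting did not move as a group (camera adjusted p = 0.994 in nasal and 0.384 in maxillary tissue). Among those the paper names, the nasal log2 difference was 0.15 for the Wnt co-receptor *Lrp6*, -0.07 for the Bmp receptor *Bmpr1a* and -0.06 for the epithelial transcription factor *Trp63*.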

We note that similar conclusions were obtained from a study regarding the influence of the *Myc* transcription factor on mouse facial development (Uslu et al., 2014). However, we did find evidence of alterations in Fgf signaling in the Neo/Null model, including a modest upregulation of *Fgf8*, *Fgf12* and *Fgf17* expression as well as of the Fgf target *Dusp6*. 

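The ligand gene *Fgf17* was 1.72-fold in Neo/Null nasal prominences, with mean log2 signals of 7.36 ± 0.11 (SD, n = 3) and 6.57 ± 0.35 (SD, n = 3), and its difference was 0.79 (SE 0.15). It passed limma's adjusted test without Neo/Wt nasal replicate 3 (adjusted p = 0.0446). A second *Fgf17* probe set was 2.20-fold, with limma adjusted p = 0.186. *Fgf12*, which encodes a member of the family that stays inside the cell, was 1.41-fold, with mean log2 signals of 6.56 ± 0.12 (SD, n = 3) and 6.06 ± 0.16 (SD, n = 3). Neither *Fgf12* nor *Fgf17* had a present call in both genotypes of the maxillary prominences. The phosphatase gene *Dusp6*, which damps Fgf signaling, was 1.12-fold in nasal tissue, with a log2 difference of 0.17 (SE 0.07). In maxillary tissue *Dusp6* was 1.07-fold, with a 95% confidence interval that includes no change. On all arrays the nasal differences of *Fgf17*, *Fgf12* and *Dusp6* were past an unadjusted limma p of 0.05 and none of the 3 passed after adjustment over all probe sets (limma adjusted p = 0.754 or more).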

*Fgf8* has proven roles in the regulation of facial shape, facial development and midfacial integration in multiple species (reviewed in Dorey and Amaya, 2010; Griffin et al., 2013; Inman et al., 2013). Previous studies have also shown that modulation of Fgf signaling through altering *Fgf8* gene dosage can either exacerbate or ameliorate mouse craniofacial defects (Inman et al., 2013; Tabler et al., 2013). Crucially, we demonstrate that modifying *Fgf8* gene dosage can also rescue clefts of the primary palate, in this instance revealing a genetic interaction between *Fgf8* and *Tfap2a*. This finding expands the repertoire of genetic interactions involving *Fgf8* that alter facial development to include *Foxc1*, *Fuz* and *Tfap2a*, suggesting that *Fgf8* might act in concert with multiple developmental regulatory programs to modify face formation (Inman et al., 2013; Tabler et al., 2013).

As noted above, in the Neo/Null model, we observe changes in the shape of both the nasal and maxillary prominences that places them in more lateral positions. The shape change in the *Fgf8* heterozygous mice instead affects only the nasal pit, which is however also tilted outwards. It seems, therefore, that the Neo/Null clefting defect could be rescued when combined with an *Fgf8* mutation because the nasal pit is positioned more laterally and proximally, allowing an increased area for interaction, and therefore fusion, with the maxilla. Thus, the alteration in shape when *Fgf8* gene dosage is reduced does not seem to directly ‘reverse’ or ‘undo’ the shape change in the Neo/Null mutation; rather, it provides a compensatory change that facilitates fusion. The observation that manipulation of Fgf signaling can rescue aspects of bilateral CL/P in the Neo/Null model might also have wider significance for understanding and treating orofacial clefting in both mouse and human. In future, it would valuable to determine if genetic or pharmaceutical alteration of Fgf signaling could alter the severity and frequency of clefting in other mouse models that exhibit this pathology.

In addition to changes in mean shape, we also observed changes in shape variance in our model, which could be pertinent to the evolutionary constraints that act upon facial morphology. Recent studies have indicated that only a limited number of facial shapes are developmentally tolerated across a wide array of species (Young et al., 2014). In support of this theory, human studies demonstrate differences in the facial shape of control groups compared with those of unaffected relatives of individuals with CL/P, suggesting that morphology might predispose individuals to clefting (Weinberg et al., 2009; Weinberg et al., 2008). Phenotypic heterogeneity is a common feature of human birth defects, including CL/P (Milunsky et al., 2011). The extent to which increased shape variance, caused by underlying mutations, contributes to this heterogeneity remains virtually unknown. In mouse, CL/P has been hypothesized to occur at extremes of normal variation of facial shape (Juriloff and Trasler, 1976; Trasler, 1968). Therefore, increased variance might also contribute to both penetrance and expressivity of human CL/P, because this might push some individuals, or sides within individuals, over a theoretical threshold beyond which normal lip fusion fails (Parsons et al., 2008). It is therefore intriguing that alteration of *Tfap2a* and *Fgf8* can influence variance (this study) (Griffin et al., 2013). Moreover, the observation that the combination of mutations in these two genes dampens the variance caused by mutations affecting only a single gene is intriguing and suggests interacting pathways. Further studies are warranted to determine the mechanistic links between *Tfap2a* and Fgf signaling as well as a possible wider role for variance in facial shape and orofacial clefting.

In summary, analysis of the robust Neo/Null orofacial clefting model provides the first direct evidence in mouse demonstrating that facial shape changes directly interfere with prominence fusion. We also note that the overall shape and gene expression changes in the Neo/Null model are relatively modest and yet lead to drastic morphological consequences. Based on these observations, we speculate that the process of facial fusion is exquisitely sensitive to subtle changes in the shape of the facial prominences, which would render this developmental process prone to genetic and environmental perturbation consistent with the frequent occurrence of human CL/P birth defects. Our data also suggest that combinations of effects across multiple pathways can influence facial shape and the generation of dysmorphology in ways that are complex and not easily predicted. Recently, additional mouse models with fully penetrant CL/P have been identified, including mutations involving *Lrp6*, *Pbx* and *Bmpr1a* (Das and Crump, 2012; Ferretti et al., 2011; Liu et al., 2005; Song et al., 2009; Wang et al., 2013). Morphometric analysis of these additional models would determine whether they also involve similar subtle changes in growth trajectories of the prominences, or whether further mechanisms, such as a failure of fusion following normal apposition of the prominences, can also account for this widespread human pathology.

## MATERIALS AND METHODS

### Breeding and genotyping

Mice were maintained on an outbred Black Swiss background (Charles River, Wilmington, MA). To obtain Neo/Null embryos, female Neo homozygote animals [*Neoflox* as described previously (Brewer et al., 2004)] were crossed with *Tfap2a*^+/−^ male mice (Zhang et al., 1996) to yield 50% Neo/Null and 50% Neo/Wt. To obtain Neo/Null embryos that were also heterozygous for *Fgf8*, female Neo homozygote animals were crossed with *Tfap2a^+/−^*; *Fgf8^+/−^* male mice. The *Fgf8* null allele was derived by crossing the *Fgf8flox* line, *Fgf8^tm1.3Mrt^*, with β-actin Cre transgenic mice (Meyers et al., 1998), and then crossing back to Black Swiss mice to remove the β-actin Cre transgene. Females were examined in the morning for presence of a vaginal plug, and the presence of a plug was designated E0.5. Genomic DNA for genotyping was derived from tail biopsies or from the embryonic yolk sac and genotyping was performed as previously reported (Brewer et al., 2004; Meyers et al., 1998; Zhang et al., 1996). All animal experiments were performed in accordance with protocols approved by the University of Colorado Denver (UCD) Animal Care and Usage Committee.

### Microarray

E10.5 facial tissue was microdissected into separate nasal and maxillary prominence fractions. Samples were pooled to generate sufficient tissue for three independent biological replicates. Microarray analyses were then performed in triplicate using these pooled samples as described (Feng et al., 2009). Briefly, total RNA was extracted using Trizol (Life Technologies, Carlsbad, CA), then purified using the RNAeasy MiniKit (Qiagen, Venlo, The Netherlands). Microarray analyses were carried out by the UCD Gene Expression Core Facility. *In vitro* transcription (IVT) was performed to generate biotin-labeled cRNA using an RNA Transcript Labeling Kit (Enzo Inc., Farmingdale, NY). Biotin-labeled cRNA was purified using an RNeasy affinity column (Qiagen) and the cRNA was fragmented and analyzed on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). cRNA was hybridized to Affymetrix GeneChipH Mouse430 2.0 microarrays. Processing was performed in the GeneChipH Operating Software (Affymetrix) as discussed previously (Feng et al., 2009) using a scaling factor to bring the average intensity for all probes on the array to the same target intensity value, allowing samples to be compared across arrays. 

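The 12 arrays were closely alike in the level of their values. The median log2 signal of an array lay between 5.13 and 5.19. Across probe sets, the correlation between pairs of arrays lay between 0.991 and 0.998. The median SD of log2 signal within a group of 3 pools was 0.125 in the dimmest of 4 equal groups of probe sets by signal, 0.148 and 0.132 in the middle groups and 0.0804 in the brightest. Present calls were given to 22423 probe sets in Neo/Null nasal, 21782 in Neo/Wt nasal, 22607 in Neo/Null maxillary and 21902 in Neo/Wt maxillary prominences.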

All data from our analysis are available via GEO (GSE60058; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60058). Analysis of gene representations was performed using GSEA (Subramanian et al., 2005).

### Reverse-transcription PCR and real-time PCR

RNA was isolated from microdissected E10.5 faces through a standard Trizol protocol (Life Technologies). cDNA was made using the SuperScript III First-Strand Synthesis Kit for RT-PCR (Life Technologies) using 1 μg RNA/10 μl reaction. Three biological replicates were used for all analyses. For RT-PCR, the following primers were used: 5F: 5′-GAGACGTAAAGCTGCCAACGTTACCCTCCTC-3′; 7R: 5′-CATGGGAGATGAGGTTGAAGTGGGTCAAGC-3′; PGKup: 5′-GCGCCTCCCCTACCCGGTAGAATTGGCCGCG-3′. For real-time PCR, pre-validated probes and primers were used to examine *Tfap2a* levels targeting exons 2–3 and 6–7 (IDT PrimeTime assay Mm.PT.56a.1580695 and 12995135, Integrated DNA Technologies, Coralville, IA) as well as *Fgf8* (TaqMan gene expression assay Mm00438922_m1, Applied Biosystems, San Francisco, CA) and *Wnt9b* (TaqMan gene expression assay Mm00457102_m1). *Gapdh* was used as a housekeeping control for all assays (ABI, TaqMan gene expression assay Mm99999915_g1). The TaqMan Gene Expression Master Mix was used and samples were run on a BioRad MyCycler. Each biological replicate was run in duplicate. Quantification was performed by comparison to a standard curve.

### *In situ* hybridization and optical projection tomography (OPT)

*In situ* hybridization was performed as previously described (Feng et al., 2009). Briefly, dissected embryos were fixed overnight in 4% paraformaldehyde in phosphate buffered saline (PBS), dehydrated through a PBS/methanol gradient series (75% PBS/25% methanol, 50/50, 25/75) and then stored in 100% methanol at −20°C. At the start of the protocol embryos were taken back through the series into PBST (0.01% Tween 20). Embryos were incubated in 10 μg/ml proteinase K for 20 minutes, re-fixed in 4% paraformaldehyde + 0.1% glutaraldehyde for 20 minutes, then pre-hybridized in hybridization buffer (50% Formamide, 1.3×SSC, 50 μg/ml Yeast tRNA, 100 μg/ml Heparin, 0.2% Tween 20, 0.5% CHAPS, 5 mM EDTA) for 3 hours at 70°C. Embryos were then incubated in fresh hybridization buffer containing dig-UTP-labeled probe overnight at 70°C. Next, embryos were washed in hybridization buffer then in Maleic acid buffered saline with 0.05% Tween 20 (MABT). Embryos were then blocked in 20% sheep serum with 2% blocking reagent (Roche, Penzberg, Germany). Probe was detected using an anti-digoxigenin antibody (Roche) diluted 1:2000 in the blocking reagent and incubated overnight at 4°C. Following 2 days of rinsing in MABT and alkaline phosphatase buffer, signal was developed in BM Purple (Roche).

For OPT, after completion of the whole-mount *in situ* hybridization procedure, embryos were embedded in 1% low-melt agarose (Life Technologies) then cleared in methanol for 24 hours followed by overnight in a mixture of 1 benzyl alcohol:2 benzyl benzoate. Cleared embryos were imaged on the Bioptonics 3000 scanner and images reconstructed using the SkyScan software.

### Bone and cartilage staining

E18.5 fetuses were sacrificed and stained as previously described (Brewer and Williams, 2004). Briefly, fetuses were incubated 2 days in 100% ethanol, 2 days in acetone, 1 week in dye solution (0.1% Alizarin red and 0.3% Alcian blue in 70% ethanol) then cleared through a series of potassium hydroxide (2%) and glycerol.

### Western blot

Phosphatase inhibitor (Pierce cat # 8868, Rockford, IL)-treated lysates from E10.5 dissected faces were separated by 10% denaturing PAGE then transferred to a nitrocellulose membrane, blocked 1 hour in 5% BSA, then probed for phospho-Erk (Cell Signaling Technology #4370, Danvers, MA), total Erk1 (Santa Cruz Biotech SC-94, Santa Cruz, CA) and Erk2 (Santa Cruz SC-153).

### Cell proliferation and apoptosis

Pregnant females were injected with 200 μg of Click-it EdU (BrdU analog, Life Technologies) 30 minutes prior to sacrifice. Embryos were dissected at E10.5, immediately fixed in 4% paraformaldehyde in PBS overnight, dehydrated through an ethanol series (25%, 50%, 70% overnight, 100% 1 hour), then processed through a xylene and paraffin series (100% xylene: 50% xylene + 50% paraffin; 100% paraffin), embedded in paraffin and cut as 8-μm sections. Only embryos with closed neural tubes were selected for analysis. Sections were dewaxed and rehydrated and then imaged following the manufacturer’s instructions omitting the Hoechst blue. Following the Click-it chemistry using the 594 fluorophore, slides were blocked for 1 hour in Cell Signaling block buffer, and incubated overnight with a rabbit anti-phospho histone H3 antibody (Cell Signaling Technology #9701). Cells were imaged following detection using goat anti-rabbit Alexa Fluor 488 secondary antibody (Cell Signaling Technology #4412). For TUNEL, alternate sections were selected and stained using the ApopTag fluorescein kit following the manufacturer’s instructions, except that sections were permeabilized according to the Click-it kit (0.1% Triton-X for 10 minutes) (Millipore #7160, Millipore, Billerica, MA). All sections were counterstained with Hoechst blue and Draq5 (Cell Signaling Technology #4084). Images were generated on a Leica SP5 confocal microscope and nuclei were hand counted on ImageJ. Three embryos per condition were counted and three sections were analyzed per animal.

### Morphometrics

Embryos were dissected between E9.5 and E11.5, and immediately fixed in 4% paraformaldehyde and 5% glutaraldehyde as described previously (Schmidt et al., 2010). These time points were chosen because they cover the majority of craniofacial development prior to fusion of the primary palate. Fixed embryos were immersed in Cysto ConRay II^®^ (iothalamate meglumine) contrast agent for 1 hour then scanned on a μCT35 scanner to a 3.5 or 7.5 μm resolution. For the analysis of skeletons, neonates were fixed in 4% paraformaldehyde and scanned at 7.5 μm resolution. Landmarking was performed in MeshLab (http://meshlab.sourceforge.net). Landmarks represent Bookstein type 1 and 2 landmarks (Bookstein, 1997; Zelditch et al., 2012) and are similar to the lab-established landmarks (Parsons et al., 2011) with additional landmarks around the maxillary prominence. Additionally, about 20 previously generated E10.5 C57Bl/6J scans from Schmidt et al. (Schmidt et al., 2010) were re-landmarked and used as an additional control for background or strain effects. All analyses, except scaled variance of the eigenvectors and trace of the eigenvectors, were performed in MorphoJ 1.05b (Klingenberg, 2011). Procrustes superimposition was used to remove the effects of alignment, rotation or scale. All embryos were divided into groups based on tail somite numbers. Tail somites (Som) were counted from the tail tip to the base of the forelimb. 12–21 Som were classified as E9.25–9.75, 23–35 as E10.25–10.75, and 40–50 as E11.25–11.75. Data were regressed against tail somites using group centered regressions and only within each age-based group, because it is easier to regress out age if the age-related changes are smaller. All further analysis was performed on the residuals from the regression. PCA was used to view spread of data and identify major axes of variance among individuals. CVA was used to determine major axes describing among-group variation. Procrustes distance and Procrustes permutation tests were used to determine *P*-values for between-group differences. The two-block PLS was run using block 1 as the nasal prominence landmarks and block 2 as the maxillary prominence landmarks, and the compare vector test was used to examine differences between groups. Movies and mesh warp images were created using landmark IDAV (Wiley et al., 2005), which uses 3D splines to warp one 3D image to a new set of 3D coordinates. Screen shots were then taken of the new 3D surface at various angles. For movies, a screen shot was taken for every 2% difference and then images were loaded into iMovie (Apple) to create the animations. Scaled variance of the eigenvalues and trace of the eigenvectors were performed as reported previously using the statistical software R (http://www.r-project.org) (Hallgrímsson et al., 2009).

## Supplementary Material

Supplementary Material

## References

[b1-0080031] BoehmB.WesterbergH.Lesnicar-PuckoG.RajaS.RautschkaM.CotterellJ.SwogerJ.SharpeJ. (2010). The role of spatially controlled cell proliferation in limb bud morphogenesis. PLoS Biol. 8, e1000420.2064471110.1371/journal.pbio.1000420PMC2903592

[b2-0080031] BooksteinF. L. (1997). Morphometric Tools for Landmark Data. Cambridge: Cambridge University Press.

[b3-0080031] BrewerS.WilliamsT. (2004). Loss of AP-2alpha impacts multiple aspects of ventral body wall development and closure. Dev. Biol. 267, 399–417.1501380210.1016/j.ydbio.2003.11.021

[b4-0080031] BrewerS.FengW.HuangJ.SullivanS.WilliamsT. (2004). Wnt1-Cremediated deletion of AP-2alpha causes multiple neural crest-related defects. Dev. Biol. 267, 135–152.1497572210.1016/j.ydbio.2003.10.039

[b5-0080031] BrugmannS. A.TapadiaM. D.HelmsJ. A. (2006). The molecular origins of species-specific facial pattern. Curr. Top. Dev. Biol. 73, 1–42.1678245410.1016/S0070-2153(05)73001-5

[b6-0080031] BushJ. O.JiangR. (2012). Palatogenesis: morphogenetic and molecular mechanisms of secondary palate development. Development 139, 231–243.2218672410.1242/dev.067082PMC3243091

[b7-0080031] CarrollT. J.ParkJ.-S.HayashiS.MajumdarA.McMahonA. P. (2005). Wnt9b plays a central role in the regulation of mesenchymal to epithelial transitions underlying organogenesis of the mammalian urogenital system. Dev. Cell 9, 283–292.1605403410.1016/j.devcel.2005.05.016

[b8-0080031] ChaiY.MaxsonR. E.Jr (2006). Recent advances in craniofacial morphogenesis. Dev. Dyn. 235, 2353–2375.1668072210.1002/dvdy.20833

[b9-0080031] CooperW. J.AlbertsonR. C. (2008). Quantification and variation in experimental studies of morphogenesis. Dev. Biol. 321, 295–302.1861943510.1016/j.ydbio.2008.06.025

[b10-0080031] DasA.CrumpJ. G. (2012). Bmps and id2a act upstream of Twist1 to restrict ectomesenchyme potential of the cranial neural crest. PLoS Genet. 8, e1002710.2258974510.1371/journal.pgen.1002710PMC3349740

[b11-0080031] DoreyK.AmayaE. (2010). FGF signalling: diverse roles during early vertebrate embryogenesis. Development 137, 3731–3742.2097807110.1242/dev.037689PMC3747497

[b12-0080031] FanZ.YamazaT.LeeJ. S.YuJ.WangS.FanG.ShiS.WangC.-Y. (2009). BCOR regulates mesenchymal stem cell function by epigenetic mechanisms. Nat. Cell Biol. 11, 1002–1009.1957837110.1038/ncb1913PMC2752141

[b13-0080031] FengW.LeachS. M.TipneyH.PhangT.GeraciM.SpritzR. A.HunterL. E.WilliamsT. (2009). Spatial and temporal analysis of gene expression during growth and fusion of the mouse facial prominences. PLoS ONE 4, e8066.2001682210.1371/journal.pone.0008066PMC2789411

[b14-0080031] FerrettiE.LiB.ZewduR.WellsV.HébertJ. M.KarnerC.AndersonM. J.WilliamsT.DixonJ.DixonM. J. (2011). A conserved Pbx-Wnt-p63-Irf6 regulatory module controls face morphogenesis by promoting epithelial apoptosis. Dev. Cell 21, 627–641.2198264610.1016/j.devcel.2011.08.005PMC3199312

[b15-0080031] GongalP. A.FrenchC. R.WaskiewiczA. J. (2011). Aberrant forebrain signaling during early development underlies the generation of holoprosencephaly and coloboma. Biochim. Biophys. Acta 1812, 390–401.2085052610.1016/j.bbadis.2010.09.005

[b16-0080031] GriffinJ. N.CompagnucciC.HuD.FishJ.KleinO.MarcucioR.DepewM. J. (2013). Fgf8 dosage determines midfacial integration and polarity within the nasal and optic capsules. Dev. Biol. 374, 185–197.2320102110.1016/j.ydbio.2012.11.014PMC4086262

[b17-0080031] Gritli-LindeA. (2007). Molecular control of secondary palate development. Dev. Biol. 301, 309–326.1694276610.1016/j.ydbio.2006.07.042

[b18-0080031] Gritli-LindeA. (2010). p63 and IRF6: brothers in arms against cleft palate. J. Clin. Invest. 120, 1386–1389.2042431810.1172/JCI42821PMC2860914

[b19-0080031] HallgrímssonB.WillmoreK.HallB. K. (2002). Canalization, developmental stability, and morphological integration in primate limbs. Am. J. Phys. Anthropol. Suppl. 35, 131–158.1265331110.1002/ajpa.10182PMC5217179

[b20-0080031] HallgrímssonB.JamniczkyH.YoungN. M.RolianC.ParsonsT. E.BoughnerJ. C.MarcucioR. S. (2009). Deciphering the palimpsest: studying the relationship between morphological integration and phenotypic covariation. Evol. Biol. 36, 355–376.2329340010.1007/s11692-009-9076-5PMC3537827

[b21-0080031] HesterM.ThompsonJ. C.MillsJ.LiuY.El-HodiriH. M.WeinsteinM. (2005). Smad1 and Smad8 function similarly in mammalian central nervous system development. Mol. Cell. Biol. 25, 4683–4692.1589987010.1128/MCB.25.11.4683-4692.2005PMC1140628

[b22-0080031] HuD.MarcucioR. S. (2009). A SHH-responsive signaling center in the forebrain regulates craniofacial morphogenesis via the facial ectoderm. Development 136, 107–116.1903680210.1242/dev.026583PMC2685963

[b23-0080031] InmanK. E.PurcellP.KumeT.TrainorP. A. (2013). Interaction between Foxc1 and Fgf8 during mammalian jaw patterning and in the pathogenesis of syngnathia. PLoS Genet. 9, e1003949.2438591510.1371/journal.pgen.1003949PMC3868537

[b24-0080031] JamniczkyH. A.HallgrímssonB. (2009). A comparison of covariance structure in wild and laboratory muroid crania. Evolution 63, 1540–1556.1921053710.1111/j.1558-5646.2009.00651.x

[b25-0080031] JinY. R.HanX. H.TaketoM. M.YoonJ. K. (2012). Wnt9b-dependent FGF signaling is crucial for outgrowth of the nasal and maxillary processes during upper jaw and lip development. Development 139, 1821–1830.2246156110.1242/dev.075796PMC3328181

[b26-0080031] JuriloffD. M.HarrisM. J. (2008). Mouse genetic models of cleft lip with or without cleft palate. Birth Defects Res. A Clin. Mol. Teratol. 82, 63–77.1818121310.1002/bdra.20430

[b27-0080031] JuriloffD. M.TraslerD. G. (1976). Test of the hypothesis that embryonic face shape is a causal factor in genetic predisposition to cleft lip in mice. Teratology 14, 35–41.96000910.1002/tera.1420140106

[b28-0080031] JuriloffD. M.HarrisM. J.McMahonA. P.CarrollT. J.LidralA. C. (2006). Wnt9b is the mutated gene involved in multifactorial nonsyndromic cleft lip with or without cleft palate in A/WySn mice, as confirmed by a genetic complementation test. Birth Defects Res. A Clin. Mol. Teratol. 76, 574–579.1699881610.1002/bdra.20302

[b29-0080031] KlingenbergC. P. (2010). Evolution and development of shape: integrating quantitative approaches. Nat. Rev. Genet. 11, 623–635.2069742310.1038/nrg2829

[b30-0080031] KlingenbergC. P. (2011). MorphoJ: an integrated software package for geometric morphometrics. Mol. Ecol. Resour. 11, 353–357.2142914310.1111/j.1755-0998.2010.02924.x

[b31-0080031] KohlbeckerA.LeeA. E.SchorleH. (2002). Exencephaly in a subset of animals heterozygous for AP-2alpha mutation. Teratology 65, 213–218.1196792010.1002/tera.10037

[b32-0080031] LiH.SheridanR.WilliamsT. (2013a). Analysis of TFAP2A mutations in Branchio-Oculo-Facial Syndrome indicates functional complexity within the AP-2α DNA-binding domain. Hum. Mol. Genet. 22, 3195–3206.2357882110.1093/hmg/ddt173PMC3723307

[b33-0080031] LiX.YoungN. M.TroppS.HuD.XuY.HallgrímssonB.MarcucioR. S. (2013b). Quantification of shape and cell polarity reveals a novel mechanism underlying malformations resulting from related FGF mutations during facial morphogenesis. Hum. Mol. Genet. 22, 5160–5172.2390683710.1093/hmg/ddt369PMC3842176

[b34-0080031] LiuW.SunX.BrautA.MishinaY.BehringerR. R.MinaM.MartinJ. F. (2005). Distinct functions for Bmp signaling in lip and palate fusion in mice. Development 132, 1453–1461.1571634610.1242/dev.01676

[b35-0080031] Martínez-AbadíasN.MitteroeckerP.ParsonsT. E.EsparzaM.SjøvoldT.RolianC.RichtsmeierJ. T.HallgrímssonB. (2012). The developmental basis of quantitative craniofacial variation in humans and mice. Evol. Biol. 39, 554–567.2322690410.1007/s11692-012-9210-7PMC3514712

[b36-0080031] Martínez-AbadíasN.HolmesG.PankratzT.WangY.ZhouX.JabsE. W.RichtsmeierJ. T. (2013). From shape to cells: mouse models reveal mechanisms altering palate development in Apert syndrome. Dis. Model. Mech. 6, 768–779.2351902610.1242/dmm.010397PMC3634659

[b37-0080031] McIntyreG. T.MosseyP. A. (2002). The craniofacial morphology of the parents of children with orofacial clefting: a systematic review of cephalometric studies. J. Orthod. 29, 23–29.1190730610.1093/ortho/29.1.23

[b38-0080031] MeyersE. N.LewandoskiM.MartinG. R. (1998). An Fgf8 mutant allelic series generated by Cre- and Flp-mediated recombination. Nat. Genet. 18, 136–141.946274110.1038/ng0298-136

[b39-0080031] MilunskyJ. M.MaherT. A.ZhaoG.RobertsA. E.StalkerH. J.ZoriR. T.BurchM. N.ClemensM.MullikenJ. B.SmithR. (2008). TFAP2A mutations result in branchio-oculo-facial syndrome. Am. J. Hum. Genet. 82, 1171–1177.1842352110.1016/j.ajhg.2008.03.005PMC2427243

[b40-0080031] MilunskyJ. M.MaherT. M.ZhaoG.WangZ.MullikenJ. B.ChitayatD.ClemensM.StalkerH. J.BauerM.BurchM. (2011). Genotypephenotype analysis of the branchio-oculo-facial syndrome. Am. J. Med. Genet. A 155, 22–32.2120420710.1002/ajmg.a.33783

[b41-0080031] MosseyP. A.ModellB. (2012). Epidemiology of oral clefts 2012: an international perspective. Front Oral Biol 16, 1–18.2275966610.1159/000337464

[b42-0080031] NakasimaA.IchinoseM. (1983). Characteristics of craniofacial structures of parents of children with cleft lip and/or palate. Am. J. Orthod. 84, 140–146.657663810.1016/0002-9416(83)90178-1

[b43-0080031] NelsonD. K.WilliamsT. (2004). Frontonasal process-specific disruption of AP-2alpha results in postnatal midfacial hypoplasia, vascular anomalies, and nasal cavity defects. Dev. Biol. 267, 72–92.1497571810.1016/j.ydbio.2003.10.033

[b44-0080031] NottoliT.Hagopian-DonaldsonS.ZhangJ.PerkinsA.WilliamsT. (1998). AP-2-null cells disrupt morphogenesis of the eye, face, and limbs in chimeric mice. Proc. Natl. Acad. Sci. USA 95, 13714–13719.981186610.1073/pnas.95.23.13714PMC24885

[b45-0080031] ParsonsT. E.KristensenE.HornungL.DiewertV. M.BoydS. K.GermanR. Z.HallgrímssonB. (2008). Phenotypic variability and craniofacial dysmorphology: increased shape variance in a mouse model for cleft lip. J. Anat. 212, 135–143.1809310110.1111/j.1469-7580.2007.00845.xPMC2408978

[b46-0080031] ParsonsT. E.SchmidtE. J.BoughnerJ. C.JamniczkyH. A.MarcucioR. S.HallgrímssonB. (2011). Epigenetic integration of the developing brain and face. Dev. Dyn. 240, 2233–2244.2190178510.1002/dvdy.22729PMC3246636

[b47-0080031] PontorieroG. F.DeschampsP.Ashery-PadanR.WongR.YangY.ZavadilJ.CveklA.SullivanS.WilliamsT.West-MaysJ. A. (2008). Cell autonomous roles for AP-2alpha in lens vesicle separation and maintenance of the lens epithelial cell phenotype. Dev. Dyn. 237, 602–617.1822470810.1002/dvdy.21445PMC2517426

[b48-0080031] RahimovF.MarazitaM. L.ViselA.CooperM. E.HitchlerM. J.RubiniM.DomannF. E.GovilM.ChristensenK.BilleC. (2008). Disruption of an AP-2α binding site in an IRF6 enhancer is associated with cleft lip. Nat. Genet. 40, 1341–1347.1883644510.1038/ng.242PMC2691688

[b49-0080031] RahimovF.JugessurA.MurrayJ. C. (2012). Genetics of nonsyndromic orofacial clefts. Cleft Palate Craniofac. J. 49, 73–91.2154530210.1597/10-178PMC3437188

[b50-0080031] RayH. J.NiswanderL. (2012). Mechanisms of tissue fusion during development. Development 139, 1701–1711.2251098310.1242/dev.068338PMC3328173

[b51-0080031] RileyB. M.MansillaM. A.MaJ.Daack-HirschS.MaherB. S.RaffenspergerL. M.RussoE. T.VieiraA. R.DodéC.MohammadiM. (2007). Impaired FGF signaling contributes to cleft lip and palate. Proc. Natl. Acad. Sci. USA 104, 4512–4517.1736055510.1073/pnas.0607956104PMC1810508

[b52-0080031] SchaeferS. A.LauderG. V. (1996). Testing historical hypotheses of morphological change: biomechanical decoupling in loricarioid catfishes. Evolution 50, 1661–1675.10.1111/j.1558-5646.1996.tb03938.x28565701

[b53-0080031] SchmidtE. J.ParsonsT. E.JamniczkyH. A.GitelmanJ.TrpkovC.BoughnerJ. C.LoganC. C.SensenC. W.HallgrímssonB. (2010). Micro-computed tomography-based phenotypic approaches in embryology: procedural artifacts on assessments of embryonic craniofacial growth and development. BMC Dev. Biol. 10, 18.2016373110.1186/1471-213X-10-18PMC2836989

[b54-0080031] SchorleH.MeierP.BuchertM.JaenischR.MitchellP. J. (1996). Transcription factor AP-2 essential for cranial closure and craniofacial development. Nature 381, 235–238.862276510.1038/381235a0

[b55-0080031] SongL.LiY.WangK.WangY. Z.MolotkovA.GaoL.ZhaoT.YamagamiT.WangY.GanQ. (2009). Lrp6-mediated canonical Wnt signaling is required for lip formation and fusion. Development 136, 3161–3171.1970062010.1242/dev.037440

[b56-0080031] StoetzelC.RiehmS.Bennouna GreeneV.PelletierV.VigneronJ.LeheupB.MarionV.HelléS.DanseJ. M.ThibaultC. (2009). Confirmation of TFAP2A gene involvement in branchio-oculo-facial syndrome (BOFS) and report of temporal bone anomalies. Am. J. Med. Genet. A 149A, 2141–2146.1976402310.1002/ajmg.a.33015

[b57-0080031] SubramanianA.TamayoP.MoothaV. K.MukherjeeS.EbertB. L.GilletteM. A.PaulovichA.PomeroyS. L.GolubT. R.LanderE. S. (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl. Acad. Sci. USA 102, 15545–15550.1619951710.1073/pnas.0506580102PMC1239896

[b58-0080031] TablerJ. M.BarrellW. B.Szabo-RogersH. L.HealyC.YeungY.PerdigueroE. G.SchulzC.YannakoudakisB. Z.MesbahiA.WlodarczykB. (2013). Fuz mutant mice reveal shared mechanisms between ciliopathies and FGF-related syndromes. Dev. Cell 25, 623–635.2380661810.1016/j.devcel.2013.05.021PMC3697100

[b59-0080031] ThomasonH. A.ZhouH.KouwenhovenE. N.DottoG.-P.RestivoG.NguyenB.-C.LittleH.DixonM. J.van BokhovenH.DixonJ. (2010). Cooperation between the transcription factors p63 and IRF6 is essential to prevent cleft palate in mice. J. Clin. Invest. 120, 1561–1569.2042432710.1172/JCI40266PMC2860913

[b60-0080031] TraslerD. G. (1968). Pathogenesis of cleft lip and its relation to embryonic face shape in A-J and C57BL mice. Teratology 1, 33–49.569681610.1002/tera.1420010106

[b61-0080031] UsluV. V.PetretichM.RufS.LangenfeldK.FonsecaN. A.MarioniJ. C.SpitzF. (2014). Long-range enhancers regulating Myc expression are required for normal facial morphogenesis. Nat. Genet. 46, 753–758.2485933710.1038/ng.2971

[b62-0080031] WangJ.BaiY.LiH.GreeneS. B.KlysikE.YuW.SchwartzR. J.WilliamsT. J.MartinJ. F. (2013). MicroRNA-17-92, a direct Ap-2α transcriptional target, modulates T-box factor activity in orofacial clefting. PLoS Genet. 9, e1003785.2406895710.1371/journal.pgen.1003785PMC3777996

[b63-0080031] WeinbergS. M.MaherB. S.MarazitaM. L. (2006). Parental craniofacial morphology in cleft lip with or without cleft palate as determined by cephalometry: a meta-analysis. Orthod. Craniofac. Res. 9, 18–30.1642027110.1111/j.1601-6343.2006.00339.x

[b64-0080031] WeinbergS. M.NeiswangerK.RichtsmeierJ. T.MaherB. S.MooneyM. P.SiegelM. I.MarazitaM. L. (2008). Three-dimensional morphometric analysis of craniofacial shape in the unaffected relatives of individuals with nonsyndromic orofacial clefts: a possible marker for genetic susceptibility. Am. J. Med. Genet. A 146A, 409–420.1820315710.1002/ajmg.a.32177

[b65-0080031] WeinbergS. M.NaidooS. D.BardiK. M.BrandonC. A.NeiswangerK.ResickJ. M.MartinR. A.MarazitaM. L. (2009). Face shape of unaffected parents with cleft affected offspring: combining three-dimensional surface imaging and geometric morphometrics. Orthod. Craniofac. Res. 12, 271–281.1984027910.1111/j.1601-6343.2009.01462.xPMC2765674

[b66-0080031] WileyD. F.AmentaN.AlcantaraD. A.GhoshD.KilY. J.DelsonE.Harcourt-SmithW.RohlfF. J.St JohnK.HamannB. (2005). Evolutionary morphing. Visualization 5, 431–438.

[b67-0080031] WilliamsT.TjianR. (1991a). Characterization of a dimerization motif in AP-2 and its function in heterologous DNA-binding proteins. Science 251, 1067–1071.199812210.1126/science.1998122

[b68-0080031] WilliamsT.TjianR. (1991b). Analysis of the DNA-binding and activation properties of the human transcription factor AP-2. Genes Dev. 5, 670–682.201009110.1101/gad.5.4.670

[b69-0080031] WyszynskiD. F. (2002). Cleft Lip and Palate. New York, NY: Oxford University Press.

[b70-0080031] YoungN. M.WatS.DiewertV. M.BrowderL. W.HallgrímssonB. (2007). Comparative morphometrics of embryonic facial morphogenesis: implications for cleft-lip etiology. Anat. Rec. (Hoboken) 290, 123–139.1744120510.1002/ar.20415

[b71-0080031] YoungN. M.HuD.LainoffA. J.SmithF. J.DiazR.TuckerA. S.TrainorP. A.SchneiderR. A.HallgrímssonB.MarcucioR. S. (2014). Embryonic bauplans and the developmental origins of facial diversity and constraint. Development 141, 1059–1063.2455011310.1242/dev.099994PMC3929406

[b72-0080031] ZelditchM. L.SwiderskiD. L.SheetsH. D. (2012). Geometric Morphometrics for Biologists, 1st edn San Diego, CA: Elsevier Academic Press.

[b73-0080031] ZhangJ.Hagopian-DonaldsonS.SerbedzijaG.ElsemoreJ.Plehn-DujowichD.McMahonA. P.FlavellR. A.WilliamsT. (1996). Neural tube, skeletal and body wall defects in mice lacking transcription factor AP-2. Nature 381, 238–241.862276610.1038/381238a0

# Supplementary material for: Tfap2a-dependent changes in mouse facial morphology result in clefting that can be ameliorated by a reduction in Fgf8 gene dosage
**Source:** Dis Model Mech. 2014 Nov 7;8(1):31–43. doi: 10.1242/dmm.017616
**Supplement:** Supplementary Material

Tfap2a-dependent changes in mouse facial morphology result in clefting that can be ameliorated by a reduction in Fgf8 gene dosage — Supplementary Material 

# *Tfap2a*-dependent changes in mouse facial morphology result in clefting that can be ameliorated by a reduction in *Fgf8* gene dosage

## DMM017616 Supplementary Material

**Files in this Data Supplement:**

- **Supplementary Material**

# Supplementary material for: Tfap2a-dependent changes in mouse facial morphology result in clefting that can be ameliorated by a reduction in Fgf8 gene dosage
**Source:** Dis Model Mech. 2014 Nov 7;8(1):31–43. doi: 10.1242/dmm.017616
**Supplement:** Supplementary Material

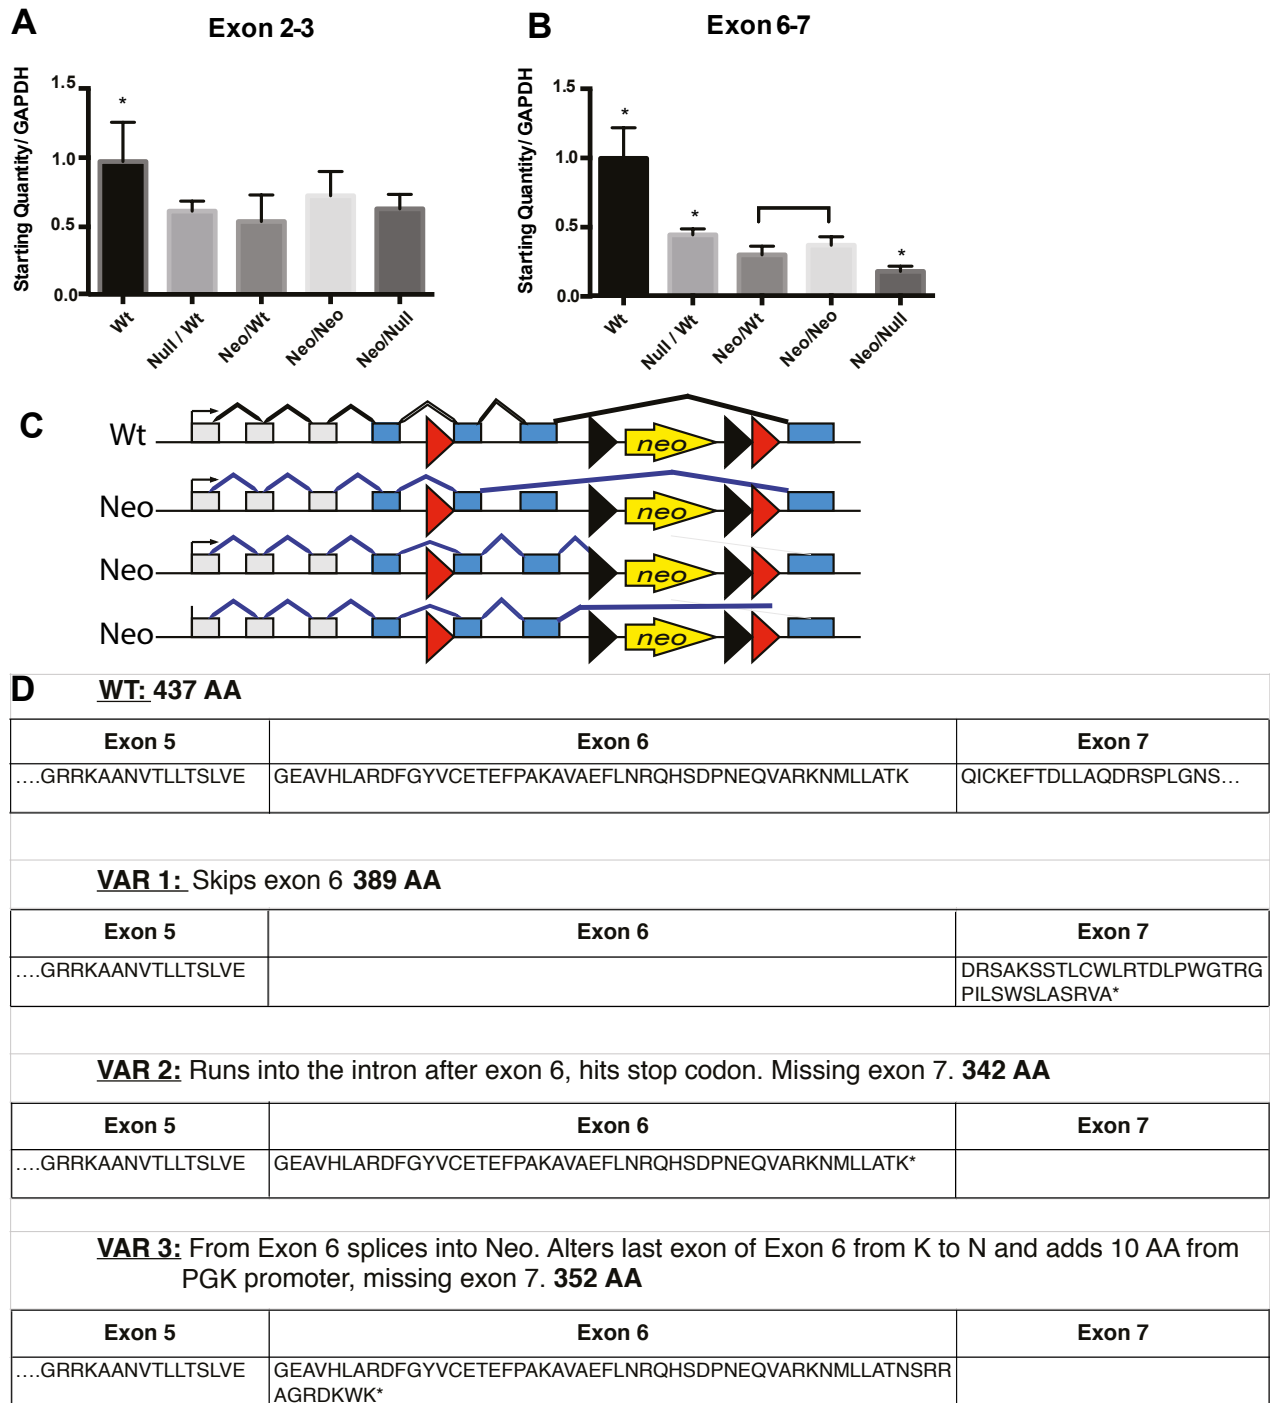

Figure S1. Analysis of transcript levels from different regions of the *Tfp2a* locus.

qRT-PCR was performed on RNA isolated from E10.5 faces of the mouse genotypes indicated. A) Ratios of *Tfp2a* exon 2-3 levels relative to *Gapdh* and B) exon 6-7 levels relative to *Gapdh*. The ratio for the wild-type (WT) *Tfp2a* levels relative to *Gapdh* is arbitrarily set to 1. Bracket denotes samples that were not statistically different from each other, but were different from all other groups and “*” denotes P-value <0.05 from all other groups. *Tfp2a* gene organization and position of qRT-PCR assays is shown in Figure 1A. There was an ~2 fold reduction in transcripts derived from upstream exons in the various *Tfp2a* mutant genotypes compared to wild-type, and a significantly greater reduction in normal transcripts containing downstream exons, especially in the Neo/Null embryos. C) Model of the alternate splicing products derived from the Neo allele based on sequence analysis of products shown in Figure 1K. The allele can produce a wild-type transcript (top), or any of the transcript variants detected (Var1-Var 3). The splice products identified by sequencing the variant PCR products are shown on the left, and their predicted protein products are shown on the right. The blue regions in the protein product show the basic region and the helix-span-helix domains that are part of the DNA binding and dimerization domain. In all instances, the proteins produced from the aberrantly spliced products would lack a functional DNA binding and dimerization domain. D) The amino acid (AA) sequence of the wild-type protein spanning exons 5-7 is shown at the top, and the altered sequences predicted from the aberrantly spliced transcripts are shown below. An asterisk indicates a stop codon, and AA sequence shown in color illustrates protein sequence at the C-terminus unrelated to AP-2α sequence that results from aberrant splicing.

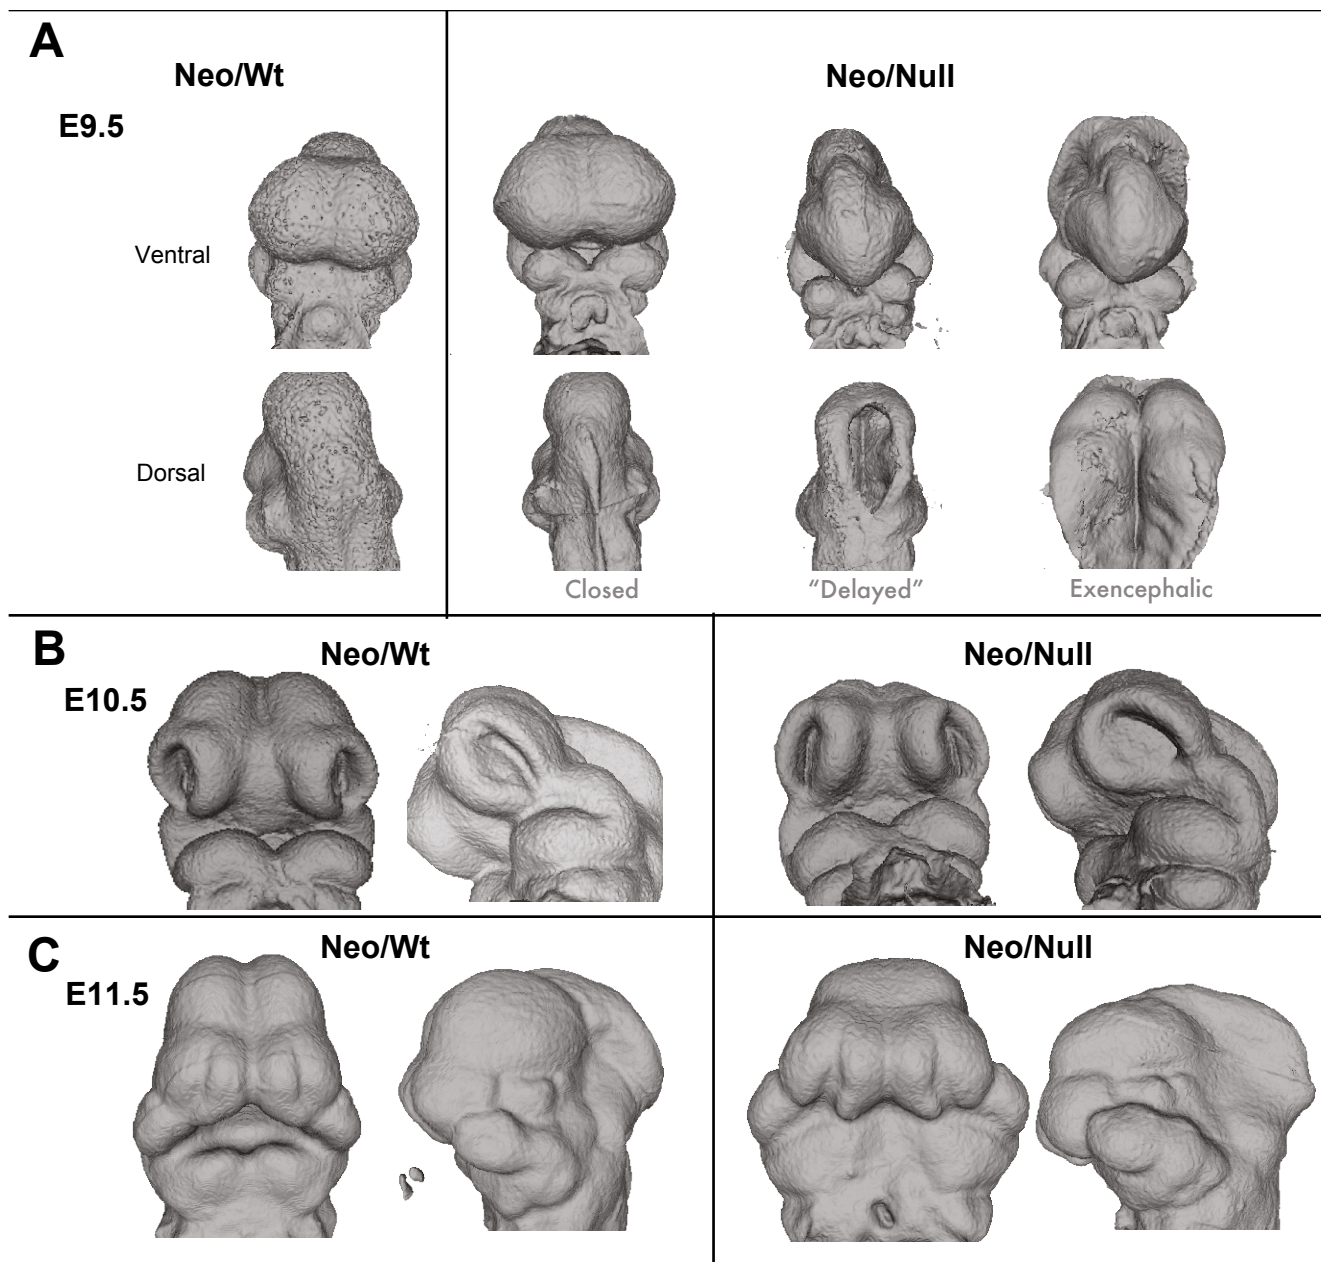

Figure S2: Sample raw scans from representative Neo/Wt and Neo/Null groups.

A) Ventral and dorsal views of the head at E9.5 showing the different classifications for neural tube closure in the Neo/Null mice. B) Ventral and lateral views of E10.5 and C) E11.5 embryos.

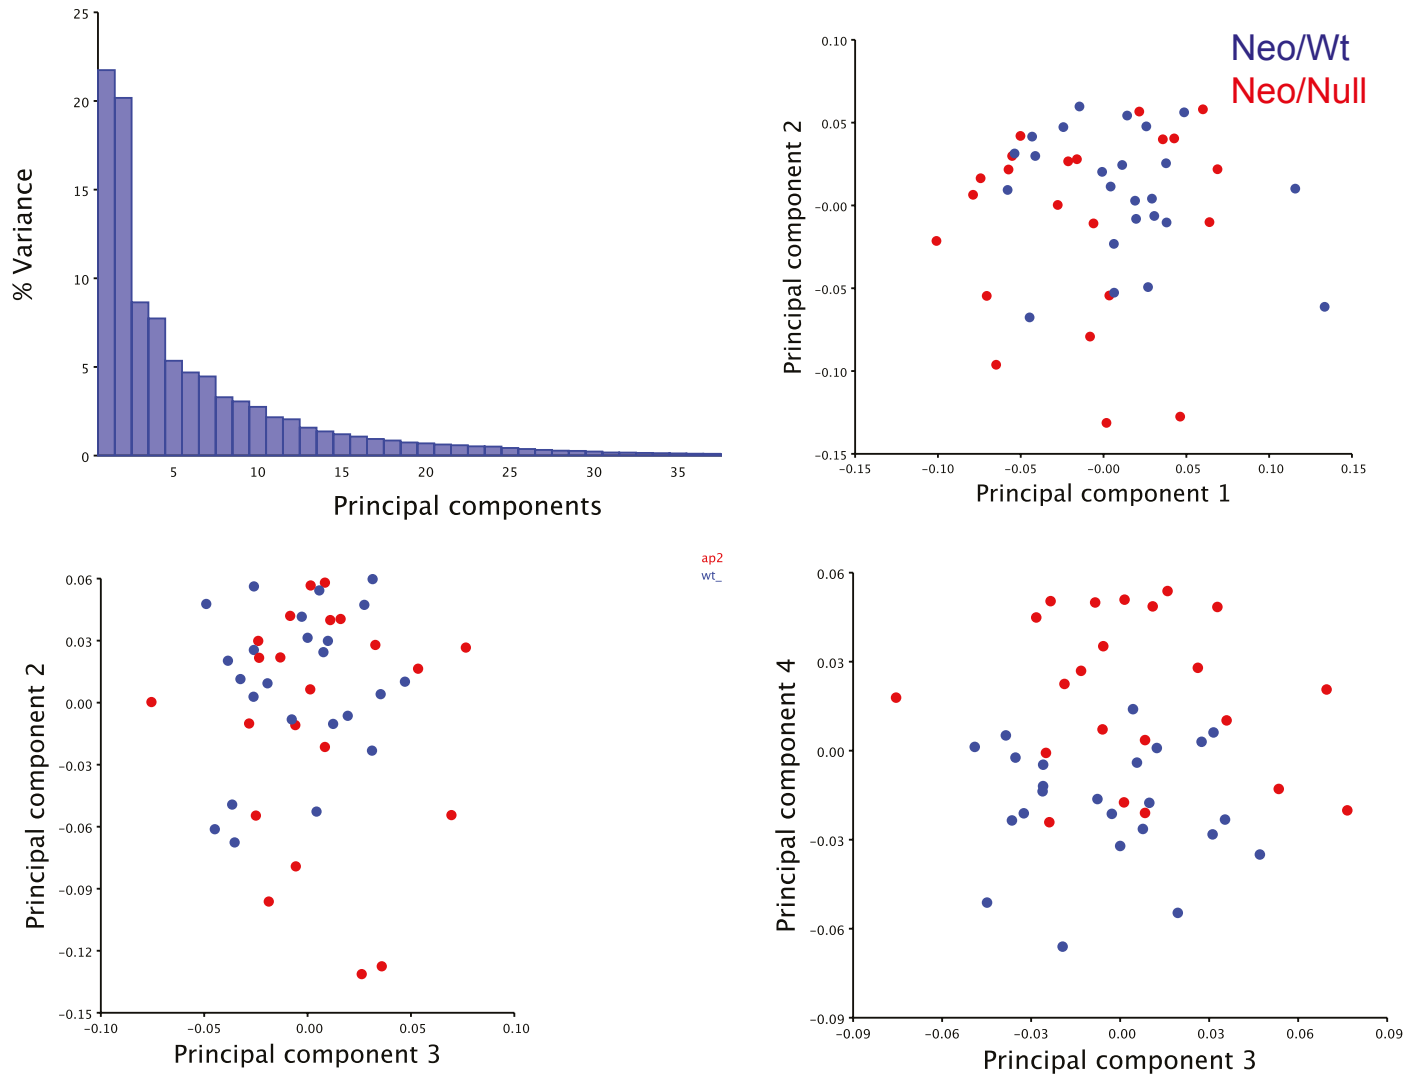

Figure S3: Principal Component Analysis from E10.5 embryos.

Neo/Null shown in red and Neo/Wt in blue. Embryos segregate by genotype along PC4, but not along PC1-3. PC4 comprises about 8% of the total variance.

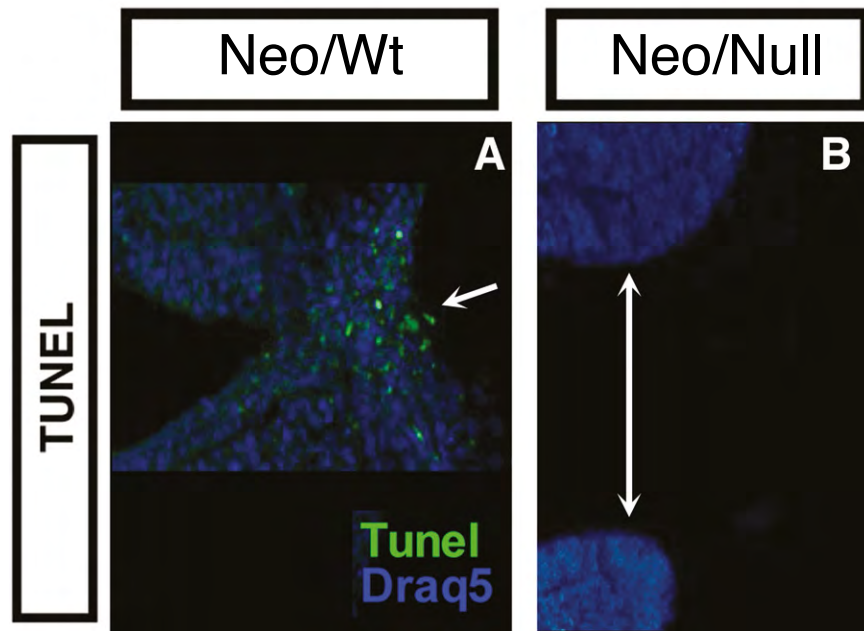

Figure S4: Apoptosis in Neo/Wt and Neo/Null nasal pit sections.

TUNEL staining (green) in the nasal pit at E10.5 for Neo/Wt (A) and Neo/Null (B) embryos. Draq5 (blue pseudo-color) is used to visualize nuclei. The white arrow indicates the fusion between the lateral and medial nasal prominences. The double headed arrow indicates the distance between the unfused prominences in Neo/Null mice.

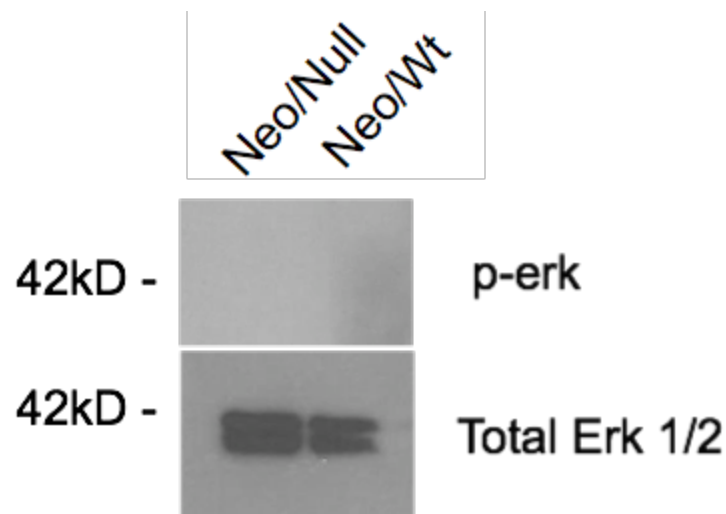

Figure S5: P-Erk and total Erk 1/2 levels in Neo/Wt and Neo/Null embryos.

Phosphatase inhibitor treated lysates from E10.5 dissected faces were probed for phospho-Erk and total Erk1 and Erk2. Microarray data analysis coupled with Western blotting indicated that there are no significant changes in *Mapk1* or Erk levels between Neo/Wt or Neo/Null mice. With respect to phospho-Erk, we could not detect these modified protein isoforms above background using this assay in either mouse sample and so it was not possible to determine if this showed a significant change in the Neo/Null sample from the Neo/Wt.

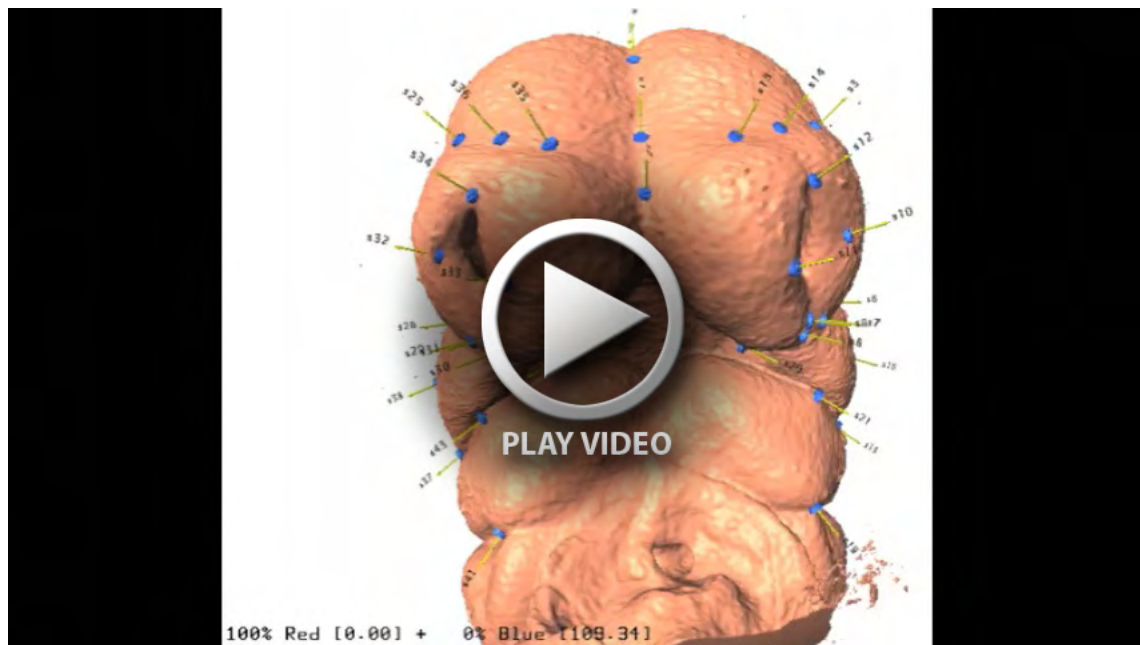

Movie S1: Mathematical timelapse of facial development in Neo/Wt embryos.

Movie shows timelapse between E10.5-E11.5 for Neo/Wt end of PC4 (E10.5) to the Neo/Wt end of PC1 (E11.5).

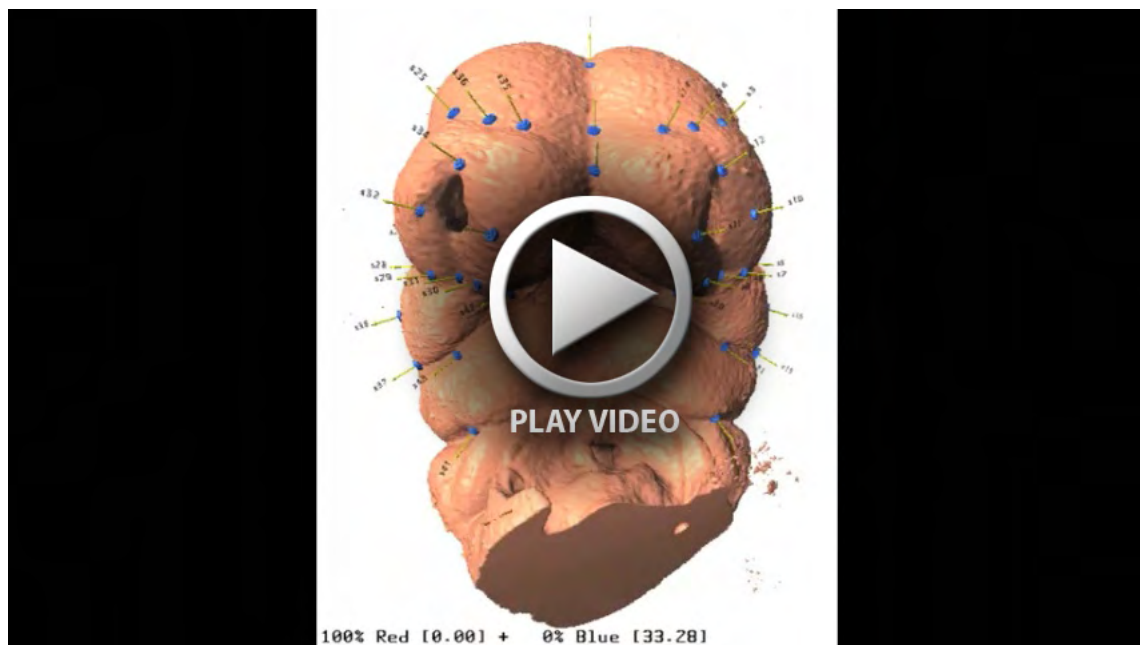

Movie S2: Mathematical timelapse of facial development in Neo/Null embryos.

Movie shows timelapse between E10.5-E11.5 for Neo/Null end of PC4 (E10.5) to the Neo/Null end of PC1 (E11.5).

Supplemental Table 1:

List of landmarks for E9.5 embryos.

Numbers in parentheses represent the right side of the embryo.

- 1) Junction between forebrain and midbrain along the center line
- 2) Maximum of curvature along center line between pt 1 and most rostral point.
- 3) Most ventral point along midline of the frontonasal prominence (FNP)
- 4) Maximum of curvature along the central line on ventral side of the FNP.
- 5) (13) Maximum of curvature along the lateral edge of the FNP as taken from a rostral view
- 6) (14) Midpoint of the lateral nasal prominence (LNP) from a lateral view
- 7) (15) Midpoint between the LNP and the maxilla
- 8) (16) Maximum of the maxilla from a lateral view
- 9) (17) Midpoint between the maxilla and the mandibular prominence
- 10) (18) Maximum of curvature of the mandibular prominence from a lateral view
- 11) (19) Between the first and second arch at the base of the maxillary prominence
- 12) (20) Between the first and second arch at the base of the mandibular prominence

Supplemental Table 2:

P-values from permutation tests (10000 permutation rounds) for Procrustes distances between groups from CVA tests (Figure 2A). Note that all “between group differences” reach statistical significance at a P value of <0.05.

E9.5	Neo/Null closed	Neo/Null exencephaly	Neo/Null open
Neo/Null exencephaly	0.0001		
Neo/Null open	0.0190	0.0014	
Neo/Wt closed	0.0074	0.0001	0.0091

E11.5	Neo/Null closed	Neo/Null exencephaly
Neo/Null exencephaly	0.0123	
Neo/Wt closed	0.0213	0.0001

Supplemental Table 3:

Results of microarray analysis of gene expression in E10.5 nasal prominences performed in triplicate on independent sample pools. 

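Table S3 lists nasal genes by a p-value that its legend does not call adjusted, and it was taken here as unadjusted. On the deposited values, the 161 nasal probe sets at its thresholds stand for 131 named genes. Besides *Zic1* and *Fgf17*, the higher genes with the smallest p were *Pck2*, which encodes a mitochondrial enzyme of gluconeogenesis, with a log2 difference of 0.39 (SE 0.08), *Shtn1*, which encodes a protein of axon growth, with 0.70 (SE 0.14), *Pan3*, which encodes a subunit of an mRNA deadenylase, with 0.44 (SE 0.09), *Six3os1*, a transcript antisense to the forebrain gene *Six3*, with 0.70 (SE 0.15), and *Chn2*, which encodes a Rac inhibitor, with 0.51 (SE 0.11). *Vmac*, *Parp8* and *Prr36* followed, with log2 differences of 0.36, 0.36 and 0.41. Lower genes included *Rgs18* and *Tubb1*, which are expressed in platelets and their precursors, with log2 differences of -0.46 and -0.33, the thyroid hormone receptor gene *Thrb* with -0.35, *Mid1*, mutated in Opitz syndrome, with -0.34, *S100a6* with -0.45 and *Clec7a*, a receptor of myeloid cells, with -0.35. Each of these genes except *Zic1* had a limma adjusted p of 0.754 or more. For 106 of the 161 probe sets all 3 Neo/Null arrays lay on one side of all 3 Neo/Wt arrays, which chance alone gives for 10% of probe sets not picked by p. The count at these thresholds was 285 without Neo/Null nasal replicate 2, 429 without Neo/Null nasal replicate 3, 106 without Neo/Wt nasal replicate 1, 267 without Neo/Wt nasal replicate 2 and 384 without Neo/Wt nasal replicate 3.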

Attached spreadsheet shows list of genes in the nasal process with a present call in both Neo/Null (nnb) and Neo/Wt (wnb) groups, showing a >1.25 fold difference, and a P-value of <0.05.

[Download Table S3](#)

Supplemental Table 4:

Results of microarray analysis of gene expression in E10.5 maxillary prominence performed in triplicate on independent sample pools. 

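Table S4 applies the same thresholds to the maxillary prominences. On the deposited values, 296 probe sets, which stand for 223 named genes, reached them. Without Neo/Wt maxilla replicate 3 there were 676 probe sets, which stand for 516 named genes, and the lowest count with 1 array left out was 282 probe sets. After *Zic5*, the higher genes with the smallest p were *Sema3e*, which encodes a guidance signal for axons and vessels, with a log2 difference of 0.61 (SE 0.10), *Zeb2*, which encodes a transcription factor of neural crest cells, with 0.48 (SE 0.08), *Ssr1*, which encodes a protein of the endoplasmic reticulum, with 0.36 (SE 0.06), and the neuronal adhesion molecule gene *Cntn1*, with 1.06 (SE 0.20). *Tubb2b*, *Tafa2*, *Nrp1*, *Celf2* and *Alcam* followed, with log2 differences of 0.54, 0.55, 0.53, 0.52 and 0.66. Among lower genes were 3 of the retinoic acid pathway: *Stra6*, which encodes the retinol uptake receptor, with -0.65 (SE 0.16), the receptor gene *Rarb*, with -0.45 (SE 0.11), and *Crabp1*, which encodes a binding protein, with -0.40 (SE 0.10). The other lower genes with a small p were *Dpep1* with a log2 difference of -0.58, *Dkk3* with -0.41, *Crnde* with -0.36, *Fabp3* with -0.47 and *Cyp27a1* with -0.33. Each of these genes except *Zic5* had a limma adjusted p of 0.187 or more. For 210 of the 296 probe sets the 3 arrays of one genotype lay on one side of those of the other, which chance gives for 10% of probe sets not picked by p. Genes of the olfactory placode and of neurogenesis were higher in Neo/Null maxillary prominences in 10 of 12 cases, with a median log2 difference of 0.65 (camera adjusted p = 2.28e-05, and adjusted p = 0.374 with an estimated correlation), and 0.21 without Neo/Wt maxilla replicate 3.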

Attached spreadsheet shows list of genes in the maxilla with a present call in both Neo/Null (nxb) and Neo/Wt (wxb) groups, showing a >1.25 fold difference, and a P-value of <0.05.

[Download Table S4](#)

Supplemental Table 5:

Parametric P-values from angular comparisons of 2-block PLS scores. Block 1 was the nasal prominence landmarks and block 2 was the maxillary prominence landmarks. The MorphoJ compare vector test was used to examine differences between groups. Statistically significant values are shown in blue.

PLS1				
	C57	Neo/Null;Fgf8het	Neo/Null;Fgf8wt	Neo/Wt;Fgf8het
Neo/Null;Fgf8het	0.035			
Neo/Null;Fgf8wt	0.00064	0.00518		
Neo/Wt;Fgf8het	0.18634	0.00004	0.00584	
Neo/Wt;Fgf8wt	<0.00001	0.00246	0.00013	0.15957
PLS2				
	C57	Neo/Null;Fgf8het	Neo/Null;Fgf8wt	Neo/Wt;Fgf8het
Neo/Null;Fgf8het	0.0041			
Neo/Null;Fgf8wt	0.96972	0.00329		
Neo/Wt;Fgf8het	0.16566	0.80168	0.28387	
Neo/Wt;Fgf8wt	0.41998	0.00002	0.05811	0.00065

How the deposited data were processed for this re-analysis (not part of the article)

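The data are 12 Affymetrix mouse arrays of E10.5 facial tissue: nasal and maxillary prominences of Neo/Null and Neo/Wt embryos, with 3 pools in each of the 4 groups. The groups were taken from the sample labels, which call the controls only control and name a floxed and a wild-type allele, and the name Neo/Wt for them is that of the paper. The deposited values were made by the authors and are log2 signals per probe set: they lie between 2.07 and 14.3 with nearly equal distributions across arrays. The paper describes processing in the GeneChip Operating Software with one scaling factor per array, and a header of the deposited table names MAS signals. Neither mentions a log, and the narrow spread of dim probe sets is not typical of that method, so how the probes were summarised is not settled. The authors' detection score for each group of 3 arrays, present, absent or variable, was used as deposited. The rule by which the authors combined 3 arrays into 1 call is not stated. 12 columns of the table with the calls repeat the log2 values and were not used.

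The 64 control probe sets of the arrays were left out. The annotation gave 1 gene symbol for 34958 probe sets, several for 932 and none for 9211. Of those with 1 symbol, 34754 were matched to a current gene by Entrez number and 0 symbols changed. The position of genes relative to each other was taken from the mouse assembly in hand, whose build the array annotation does not name, and no coordinates were used.

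A probe set was tested in a prominence if it was called present in both genotypes there. A model with 1 mean per group was fitted to the 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 8 residual and 4.70 prior degrees of freedom. The contrasts were Neo/Null minus Neo/Wt in each prominence, the difference between these, and nasal minus maxillary tissue in Neo/Wt. P-values were adjusted by the method of Benjamini and Hochberg over the probe sets tested in each contrast, with a threshold of 0.05. The paper's text does not name the test behind its P-values. A figure legend calls its P-value adjusted and the table legends give a P-value with no word on adjustment, which was taken here as unadjusted, so counts for both are given, the latter with a change of over 1.25-fold.

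The 33 gene lists, of signaling pathways, cell types and cell states, were fixed before the data were examined, as were the comparisons and the rule for named genes, and the tests, bounds and alternative chosen later are named as such where they are reported. Lists were tested with camera in limma, with a preset correlation of 0.01 between genes and 1 probe set per gene, and again with a correlation estimated from the data. They were also tested with fry, which asks whether the genes of a list move one way and does not compare them with other genes. The list of the Fgf pathway was tested on its own, and the p-values of the others were adjusted over the lists within a contrast. The Fgf list was drawn up with the paper's conclusion from these same arrays known. Fisher's exact test, two-sided, was used for counts, against all other genes tested in that prominence. The genes named are those the paper names, the 10 higher and the 10 lower genes with the smallest p in each prominence among those past the adjusted threshold or, where fewer passed, past the paper's thresholds with no overlap between the genotypes (unnamed clones were counted and not named), up to 4 members of each list described, and the 5 genes with the smallest p for the difference between prominences. In nasal tissue, fewer than 10 lower genes met this rule.

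The whole procedure was tested on simulated data with the real spread, in 10 runs with 200 changed probe sets each. In simulated nasal arrays, limma's adjusted test recovered 29.6% of probe sets changed 1.25-fold, 79.2% of those changed 1.5-fold and 97.4% of those changed 2-fold, and the paper's thresholds recovered 48.4%, 98.6% and 100%. These shares belong to arrays with 200 changed probe sets, some by 4-fold, and with noise drawn independently for each probe set. Where fewer probe sets differ the adjusted test is stricter, so its shares are likely too high for the real arrays. On all real arrays, a probe set of *Fgf17* at 2.20-fold in nasal tissue and that of *Emx2* at 0.403-fold in maxillary tissue did not pass. The precision is limited by the number of arrays, and signal over background was not measured. Pools with the same number were checked for shared deviations. Between the 2 genotypes, pools of the same number had correlations across probe sets of 0.16 to 0.49 in maxillary and -0.17 to 0.21 in nasal tissue. In maxillary tissue only replicate 3 correlated best with its own number. Neo/Null replicate 1 correlated more with Neo/Wt replicate 2 (0.18), and Neo/Null replicate 2 more with Neo/Wt replicate 1 (0.25). Deviations shared by number were thus not shown for those pools.

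Alternatives tried were other scalings between arrays, an offset on the linear scale, other filters on dim probe sets, a fit on the 6 arrays of a prominence, a variance trend with robust estimation, array weights, an ordinary t statistic, a replicate block, 1 probe set per gene or the mean of its probe sets, other fold thresholds, other set tests, other widths of the region linked to *Tfap2a*, and leaving out each array in turn. The figures were drawn with matplotlib 3.10.9. Mandibular tissue, which the description of the series mentions, and the gene lists of Tables S3 and S4 were not used here.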

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

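The tests of the neuronal and of the retinoic acid genes, the bounds in those of surface ectoderm and forebrain, and the block of nasal and maxillary pools were chosen only after results were seen.

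*Zic1*, which the paper does not discuss, rose in the Neo/Null nasal prominences by 1.91 on the log2 scale, in 3 of 3 pools above every Neo/Wt pool. Gene groups besides the Fgf pathway passed the camera test of limma with its preset correlation, and all of the calls that follow were lost with a correlation estimated from the data, where the smallest adjusted p was 0.317 in the nasal prominences, 0.230 in the maxillary prominences and 0.628 for the difference between them. In the nasal prominences, all 17 tested genes of the Notch pathway were higher in Neo/Null (adjusted p = 0.00232), as were all 16 of forebrain neuroepithelium (adjusted p = 3.53e-05), and 13 of 15 erythroid genes were lower (adjusted p = 2.10e-05). These counts stand against a general upward lean of nasal probe sets, of which 670 were higher and 150 lower at an unadjusted limma p under 0.05. In the maxillary prominences the groups with higher genes were surface ectoderm (23 of 29 higher, adjusted p = 0.0017), the AP-2 family (3 of 3, adjusted p = 0.0220), migratory neural crest and Schwann precursors (6 of 7, adjusted p = 0.0138), olfactory placode and neurogenesis (10 of 12, adjusted p = 2.28e-05), trigeminal and cranial sensory neurons (9 of 9, adjusted p = 7.90e-05) and macrophages (13 of 17, adjusted p = 0.0201). Wnt ligands (4 of 5 lower, adjusted p = 0.0358) and the retinoic acid pathway (10 of 12 lower, adjusted p = 0.00676) were the groups with lower genes. Without Neo/Wt maxilla replicate 3, 5 of these maxillary groups no longer passed: the AP-2 family and migratory neural crest (adjusted p = 0.170 each), macrophages (adjusted p = 0.310), trigeminal neurons (adjusted p = 0.0736) and Wnt ligands (adjusted p = 0.0559).

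Other groups stood out because their genotype difference was not the same in the 2 prominences, by a direct test of the difference. Relative to maxillary tissue, the nasal genotype difference was higher for forebrain neuroepithelium (adjusted p = 0.00172) and the retinoic acid pathway (adjusted p = 0.00831). It was lower for olfactory placode and neurogenesis (adjusted p = 9.90e-05), trigeminal and cranial sensory neurons (adjusted p = 0.00831), erythroid genes (adjusted p = 0.0165), macrophages (adjusted p = 0.0194) and cyclin-dependent kinase inhibitors with p53 targets (adjusted p = 0.0423). In the last of these groups 9 of 18 genes were lower and the median difference was 0.00, so the call rests on the mean. Without Neo/Wt maxilla replicate 3 only the retinoic acid pathway still passed (adjusted p = 0.0171), and the adjusted p was 0.163 for forebrain and for the kinase inhibitors, 0.181 for olfactory placode and neurogenesis, 0.321 for trigeminal neurons, 0.139 for erythroid genes and 0.203 for macrophages. With nasal and maxillary pools of the same genotype and number as a block all 7 passed, and Wnt ligands besides (adjusted p = 0.00420).

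The Fgf pathway genes were higher in the Neo/Null nasal prominences, with a median log2 difference of 0.11 over the 30 tested. With quantile normalization the camera p was 0.000150, so differences in distribution left between the arrays are not the whole source. These differences were small from the start, with a largest deviation of 0.0769 at any rank, so this step could move the p only a little. It cannot decide on the scaling that was done before the values were deposited. More surface ectoderm in the Neo/Null pools stays open, since ectodermal genes were higher at an unadjusted camera p of 0.0119 (0.348 with an estimated correlation), with a median of 0.10 (95% bootstrap interval 0.06 to 0.14) near that of the Fgf list, and the bound first set, from the 5 Fgf genes with an unadjusted p under 0.05 alone, was wrong because those are the top genes of the list. Forebrain tissue carried over into the Neo/Null nasal pools stays open and may contribute, since the forebrain group had a median of 0.25 (0.14 to 0.39), with *Zic1* at 1.91, and whether embryos with an open neural tube were among the pools is not stated. The 5 brightest tested genes of that group had a median of 0.14. Another 9 listed genes, with no tested probe set and mean log2 signals of at most 6.33 in Neo/Null, had a median of 0.04, with 5 higher. All 16 tested genes were higher in Neo/Wt nasal than in Neo/Wt maxillary tissue (median 1.83). Expression in nasal tissue itself and forebrain carried over in the controls would both give this, so it decides nothing. A response of the facial tissue to lowered *Tfap2a* also stays open, and the design cannot separate it from a difference in dissection.

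The neuronal genes were higher in the Neo/Null maxillary prominences, and the list score of olfactory placode and neurogenesis was -1.25 in Neo/Wt maxilla replicate 3 against -0.03 and 0.10 in the other Neo/Wt maxillary pools and 0.04 to 0.38 in Neo/Null. Without that pool the median log2 difference fell from 0.65 to 0.21, while the camera adjusted p was 0.0388 and the p with an estimated correlation was 0.227. A single control pool with few neurons may therefore account for most of the size of this difference, and whether it accounts for all of it cannot be told apart from a genotype difference with 3 pools. Trigeminal neurons scored -0.73 in that pool against 0.43 and 0.59.

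The retinoic acid genes *Stra6*, *Rarb*, *Crabp1* and *Dhrs3* had a median log2 difference of -0.42 in the Neo/Null maxillary prominences, *Cyp26a1* had 0.40, and all 12 tested genes of the list had a median of -0.10. Less nasal tissue in the Neo/Null maxillary pools stays open, since 13 genes at least 4-fold higher in nasal than in maxillary Neo/Wt tissue had a median of 0.028 (95% bootstrap interval -0.07 to 0.18), and this interval includes -0.05, which is 50% of the median of the list. The loss of the call with an estimated correlation (adjusted p = 0.374) leaves chance among correlated genes open, and a biological difference with genotype was not tested beyond these pools.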

How the results depend on the processing

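The alternative with nasal and maxillary pools of the same genotype and number as a block was chosen only after the correlation of their deviations was seen. With this pool block 0 probe sets and 8 other lists passed for the difference between prominences, the Fgf pathway had a camera p of 0.268, and 2196 probe sets differed between prominences in Neo/Wt. The comparison with the authors' own p-values was not run, since the files hold none. Under quantile normalization and equal array medians each result below that rests on 1 test kept its side of the threshold and each count stayed within 1.5 times its first value, while single lists crossed: with quantile normalization 6 other lists passed in nasal tissue, 11 in maxillary tissue and 6 for the difference between prominences, and with equal medians 5, 9 and 8. Signal over background was not measured, and what it limits can be read only from the filters on dim probe sets. A change of sign between values that both miss the threshold was counted as no change.

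For nasal probe sets past the adjusted threshold (1), the count was 2 with no filter, 0 with a filter at the median or at the 75th percentile, 3 with a variance trend and robust estimation, 0 with an ordinary t statistic, 0 with a replicate block on 6 arrays, and 0 to 2 with 1 array left out (0 without Neo/Null nasal replicate 1 or 3 or Neo/Wt nasal replicate 2). For maxillary probe sets (0 with limma, 1055 at an unadjusted p under 0.05) it was 11 with the trend, 3 with array weights, 4 with a block on 12 arrays and 0 with a block on 6 arrays, 1 with 1 probe set per gene, and 0 to 4 with 1 array left out (4 without Neo/Wt maxilla replicate 3, 1 without Neo/Null maxilla replicate 3).

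At the paper's thresholds, the nasal count (161) was 53 with an offset of 16, 400 with no filter, 16 with the filter at the 75th percentile, 71 with an ordinary t statistic, 77 with 1 probe set per gene, 11 at 1.5-fold, 2 at 2-fold, and 106 (without Neo/Wt replicate 1) to 429 (without Neo/Null replicate 3) with 1 array left out. The maxillary count (296) was in the same order 153, 484, 68, 133, 133, 37, 12, and 282 to 676, the last without Neo/Wt maxilla replicate 3.

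The camera p of the Fgf pathway in nasal tissue was 0.0551 with an estimated correlation and 5.89e-05 to 0.00647 with 1 array left out, and the fry p was 0.0118. In maxillary tissue it was 0.0574 with no filter, 0.0731 with an estimated correlation and 0.00073 to 0.0497 with 1 array left out, while fry, which tests the genes against no change and not against other genes, gave p = 0.123. For the difference between prominences it was 0.0493 with the mean of all probe sets of a gene and 0.252 to 0.789 with 1 array left out. The Fisher's exact p of Fgf genes at the paper's thresholds was 1 at 2-fold in nasal tissue, with 0 of these genes counted, 0.000303 to 0.0184 with 1 array left out, and 0.166 to 0.331 in maxillary tissue.

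Of the other lists, 5 passed in nasal tissue, 0 with an estimated correlation, 0 with fry, 8 with a block on 6 arrays and 5 to 7 with 1 array left out. In maxillary tissue 9 passed, 0 with an estimated correlation or fry, and 6 (without Neo/Wt replicate 3) to 17 (without Neo/Wt replicate 2) with 1 array left out, with 14 without Neo/Null replicate 3. For the difference between prominences 7 passed, 0 at the 75th percentile, 4 with array weights, 0 with an estimated correlation or fry, and 1 (without Neo/Null nasal replicate 3 or Neo/Wt maxilla replicate 3) to 9 with 1 array left out, with 4 without Neo/Null maxilla replicate 2 or Neo/Wt nasal replicate 2. Probe sets differing between prominences in genotype effect (0) numbered 1 with the offset, 1 with a block and 0 to 1 with 1 array left out. Those differing between prominences in Neo/Wt (1893) numbered 537 at the 75th percentile, 1148 with 1 probe set per gene and 1319 to 1956 with 1 array left out.

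For genes linked to *Tfap2a*, the nasal Fisher's exact p was 0.00758 with no filter, where the linked share was the higher one, and 0.221 to 1 with 1 array left out, and the maxillary p was 0.0293 with 250 genes on either side and 0.0380 (without Neo/Wt replicate 1) to 0.815 with 1 array left out. The causes of these changes were not tested, beyond the smaller number of probe sets or arrays that an alternative leaves.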

Differences from the paper's values

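No test here was chosen after the results were seen. With 1 mean per group, equal weights, all arrays and the detection calls as filter, neither count exceeds the paper's bound of 300 genes when the bound is applied to each prominence separately, and no fold is more than 1.5 times away from that of the paper. For the paper's folds of about 1.3 and 1.5 a gene without any change would also meet that bound. It therefore decides nothing for *Fgf8*, *Fgf12*, *Spry1* and *Spry4*. The counts are 161 nasal and 296 maxillary probe sets, which stand for 131 and 223 named genes. The paper does not say whether its bound holds for each prominence or for both, and the nasal and maxillary counts added together exceed it.

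The paper describes the enrichment of Fgf pathway genes as specific to the nasal prominence. Here the pathway also passed in the maxillary prominences with camera's preset correlation (p = 0.00211), and a direct camera test of nasal against maxillary differences gave p = 0.457. Camera sets the pathway against other genes, and in this comparison 633 probe sets were higher and 225 lower at an unadjusted limma p under 0.05. It therefore does not tell whether the pathway genes themselves differ between prominences. It did not pass in the maxillary prominences with an estimated correlation (p = 0.0731), with no filter (p = 0.0574) or as the share of genes at the paper's thresholds (Fisher's exact test, p = 0.296), and with the mean of all probe sets of a gene the direct test gave p = 0.0493. By fry, which answers another question, whether the genes move one way at all, p was 0.0118 in nasal and 0.123 in maxillary tissue. For the difference between prominences the fry p was 0.179. Over the 5 tested genes of the ligand list, *Fgf12* included, the nasal minus maxillary genotype difference had a median of 0.41 (camera adjusted p = 0.105, and adjusted p = 0.628 with an estimated correlation). Over the feedback and target genes that median was 0.06 (camera adjusted p = 0.968). *Fgf8*, *Fgf12* and *Fgf17* themselves were higher in nasal tissue, and the maxillary difference of *Fgf8* was -0.03. *Fgf12* and *Fgf17* were not among the genes tested in maxillary tissue.

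The legend of Fig. 4 calls the P-value behind the colored points adjusted, and the legends of Tables S3 and S4 do not. Here limma's adjusted test called 1 nasal and 0 maxillary probe sets, and the unadjusted test with the fold threshold called 161 and 296. Under alternatives set before the data were examined, the adjusted count was at most 3 in nasal tissue and 11 in maxillary tissue.

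In Fig. 4C, read by eye, the nasal change is about 2.1-fold for *Fgf17*, about 1.5-fold for *Fgf12*, and about 1.3-fold for each of *Fgf8*, *Spry4* and *Spry1*. The values here are 1.72, 1.41, 1.34, 1.10 and 1.18. Other probe sets of the same genes gave 2.20-fold for *Fgf17* and 1.33-fold for *Spry4*, and the paper does not say which probe sets the figure shows. For *Spry4* the probe set with the highest signal was not past an unadjusted p of 0.05, and the fold read from the figure lies above the upper bound of its 95% confidence interval, 1.25-fold.

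Counted as probe sets, the nasal number lay above the paper's bound with no filter (400) and without Neo/Null nasal replicate 3 (429) or Neo/Wt nasal replicate 3 (384). The maxillary number lay above it with no filter (484), array weights (371), a replicate block on 12 arrays (337) or 6 arrays (362), and without Neo/Null maxilla replicate 1 (398), 2 (324) or 3 (314), Neo/Wt nasal replicate 3 (301) or Neo/Wt maxilla replicate 3 (676). The bound is in genes, and counted as named genes, which leaves out probe sets without a single symbol, the number lay above it only in nasal tissue without Neo/Null nasal replicate 3 (361) and in maxillary tissue with no filter (365) and without Neo/Wt maxilla replicate 3 (516). With every other alternative set before the data were examined both prominences lay below it in either unit.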

Other observations

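The splits for the probe sets shared by both prominences were chosen only after their number was seen, and the other tests in this part were planned.

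Most cell cycle genes had lower values in the Neo/Null maxillary prominences. By counts of labelled cells, Fig. 3 reports lower proliferation in the mesenchyme of both the nasal and the maxillary prominences of Neo/Null. In ectoderm it reports no significant difference except for phospho-histone H3 in the maxilla. The arrays measure RNA of whole prominences and do not separate these tissues. Of 36 genes of S phase and DNA replication 27 were lower, with a median log2 difference of -0.04 (camera adjusted p = 0.0667), and of 33 genes of G2 and M phase 26 were lower, with a median of -0.03 (camera adjusted p = 0.107). With quantile normalization both passed (adjusted p = 0.0261 and 0.0358), with an estimated correlation neither did (adjusted p = 0.515 for each), nor without Neo/Wt maxilla replicate 3 (adjusted p = 0.243 and 0.577). *Pola2*, a subunit of DNA polymerase alpha, had a log2 difference of -0.17, whereas *Ccne2*, a cyclin of the start of S phase, had 0.41. In the nasal prominences, where Fig. 3 also reports fewer labelled mesenchymal cells, the S phase genes were nearly level. Their median was -0.01 (camera adjusted p = 0.0545), and 0 of them passed limma's adjusted test or had an unadjusted p under 0.05. Of the 33 genes of G2 and M phase 18 were higher there and 15 lower, with a median of 0.005 (camera adjusted p = 0.125). The inhibitor gene *Cdkn1a* had a log2 difference of 0.30 in nasal and 0.29 in maxillary tissue.

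In the nasal prominences the Notch pathway genes with the smallest p were *Mfng*, which modifies Notch receptors, with a log2 difference of 0.21, the ligand gene *Jag1*, with 0.25, and the receptor gene *Notch3*, with 0.22. In maxillary tissue 8 of 16 Notch genes were higher (camera adjusted p = 0.155), with *Hey1*, a Notch target, at 0.31 and *Jag1* at 0.29. Hedgehog genes passed in neither prominence (camera adjusted p = 0.920 and 0.107), and the maxillary members with the smallest p were *Foxf1* and *Cdon*, a co-receptor, with -0.28. Genes of neural crest mesenchyme (camera adjusted p = 0.920 in nasal and 0.883 in maxillary tissue), endothelium (0.661 and 0.672) and cholesterol synthesis (0.0734 and 0.425) did not pass either. Without Neo/Wt maxilla replicate 3 cholesterol synthesis passed in maxillary tissue (adjusted p = 0.0145), and with the mean of all probe sets of a gene Hedgehog genes did (adjusted p = 0.0166). With an estimated correlation neither passed there (adjusted p = 0.814 and 0.515).

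Transcripts of the sex chromosomes differed between pools. *Xist*, transcribed from the inactive X chromosome, was at 8.66 and 8.85 in the Neo/Null replicate 2 pools of nasal and maxillary tissue, and at 10.3 in both Neo/Wt replicate 3 pools, with 9.34 to 10.1 in the others. The Y-linked gene *Kdm5d* ran the opposite way, at 8.10 and 8.08 in the former and 5.98 and 6.75 in the latter. The log2 difference between genotypes was -0.30 (SE 0.37) in nasal and -0.18 (SE 0.37) in maxillary tissue for *Xist*, and 0.50 (SE 0.40) and 0.38 (SE 0.40) for *Kdm5d*.

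Strain variants carried along with the *Tfap2a* null allele may appear as differences of neighbouring genes. Of 200 measured genes around *Tfap2a*, 100 on either side, 3.5% had an unadjusted p under 0.05 in nasal tissue, against 3.90% of all other genes (Fisher's exact test, p = 1), and in maxillary tissue the share was 6% against 4.73% (p = 0.398). With this width and all arrays the test did not show an excess in either prominence. There was an excess in nasal tissue with no filter (Fisher's exact test, p = 0.00758) and in maxillary tissue with 250 genes on either side (Fisher's exact test, p = 0.0293) and without Neo/Wt maxilla replicate 1 (Fisher's exact test, p = 0.0380), so variants in single genes stay open. *Ssr1*, the gene at place 8 from *Tfap2a*, had log2 differences of 0.31 in nasal and 0.36 in maxillary tissue and was named after its values were seen.

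With 3 arrays against 3 there are 10 splits, too few for a share under 0.05, so the splits that follow only set the real value beside the highest of the others. The adjusted count was 1 against 0 in nasal tissue, 0 against 0 in maxillary tissue and 1893 against 0 between the prominences in Neo/Wt. At the paper's thresholds it was 161 against 401 in nasal tissue, where 4 of the splits gave more than the real one, and 296 against 615 in maxillary tissue. Why some splits exceed the real count was not tested. When the nasal and maxillary arrays of a pool were moved together, the number of probe sets shared by both prominences was 15 against 116, and 4 of the 10 splits, the real one included, gave 15 or more. Among the 4 maxillary splits that part all 3 numbers, the highest other count was 89. Among the nasal splits that do so it was 272, above the real 161. The camera p of the Fgf pathway was 0.000155 against 0.00403 as the smallest of the other splits in nasal tissue, and 0.00211 against 0.0127 in maxillary tissue. For the difference between prominences, 100 splits were drawn. The real split gave 0 probe sets past the adjusted threshold, which no split can fall below, so this count decides nothing, and the highest other was 1. For the Fgf pathway chance was not excluded, since a camera p as small as the real 0.457 came up in 72 of 100, the smallest being 3.32e-06.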
